# Dynamic phosphorylation of Hcm1 promotes fitness in chronic stress

**DOI:** 10.1371/journal.pgen.1011874

**Published:** 2025-09-15

**Authors:** Michelle M. Conti, Jillian P. Bail, Aurelia R. Reynolds, Linnea G. Budge, Mackenzie J. Flynn, Rui Li, Lihua Julie Zhu, Jennifer A. Benanti

## Abstract

Cell survival depends upon the ability to adapt to changing environments. Environmental stressors trigger an acute stress response program that rewires cell physiology, downregulates proliferation genes and pauses the cell cycle until the cell adapts. After the acute response is resolved, cells resume cycling but at a reduced rate. The importance of cell cycle changes for survival in chronic stress is not clear. Here, we show that dynamic phosphorylation of the yeast cell cycle-regulatory transcription factor Hcm1 is required to maintain fitness in chronic stress. Hcm1 is activated by cyclin dependent kinase (CDK) during S-phase and is inactivated by the phosphatase calcineurin (CN) in response to stressors that signal through increases in cytosolic Ca^2+^. Cells expressing a constitutively active, phosphomimetic Hcm1 mutant exhibit a reduction in fitness in stress, suggesting Hcm1 inactivation promotes survival. However, a comprehensive analysis of Hcm1 phosphomutants revealed that Hcm1 activity is also important to survive stress, and that all mutants with fixed phosphorylation states are less fit in stress. Moreover, our data suggests that pulses of Hcm1 activity are necessary to maximize target gene expression in stress. These findings demonstrate that expression levels of Hcm1 target genes influence fitness in stress and suggest that the dynamic phosphorylation of cell cycle regulators plays a crucial role in promoting survival in stressful environments.

## Author summary

To survive in a constantly changing environment, cells must be able to adjust their essential processes in response to external stressors. One way they do this is by temporarily slowing down growth and division, giving themselves time to adapt. While this immediate response is well studied, much less is known about how cells manage long-term stress. In this work, we investigated whether yeast cells need to regulate their cell cycle to survive over extended periods of stress. We focused on the cell cycle-regulatory transcription factor Hcm1, which helps control genes needed for cell division. We found that Hcm1 must be dynamically regulated through phosphorylation to help cells survive in stress. If Hcm1 is always active or always inactive, cells become less fit. Instead, cells need pulses of Hcm1 activity to fine-tune gene expression and cope with stress. Our findings highlight the importance of flexible control over cell cycle processes during stress and suggest that similar mechanisms may help human cells survive in challenging conditions, such as during disease or aging.

## Introduction

Cells are continuously exposed to stressors in the environment and must adapt to these challenges to survive and proliferate. Adaptation not only protects healthy cells from death, but conversely, it can promote the development of disease. For instance, cancer cells must adapt to stressful environments when they metastasize to distant sites [1,2], and fungal pathogens rely upon stress response pathways for survival within the host [3]. Despite the importance of this process, the long-term changes that cells must undergo to maintain fitness and proliferation when faced with chronic stress are poorly understood.

The acute stress response, which occurs immediately following exposure to an environmental stressor, is conserved from yeast to humans and includes a downregulation of protein synthesis and an upregulation of stress response genes [4,5]. In addition to these changes that impact cell physiology, cell cycle-regulatory genes are downregulated, and cells undergo a transient cell cycle arrest [6,7]. After cells adapt to the new environment, the acute stress response is resolved and cells resume proliferation in the new environment, albeit at a reduced rate [8–10]. Transient cell cycle arrest during the acute stress response is thought to be crucial to promote long-term survival [8,9,11]. However, the importance of cell cycle changes for survival in chronic stress is not well understood.

Some stressors activate the conserved Ca^2+^-regulated phosphatase calcineurin (CN), which coordinates both the stress response and cell cycle changes [12,13]. CN activation leads to a decrease in expression of cell cycle-regulatory genes and controls the length of cell cycle arrest, in combination with the stress-activated MAPK Hog1/p38 [14]. One direct target of CN in budding yeast is the S-phase transcription factor (TF) Hcm1 [15]. Hcm1 is a forkhead family transcriptional activator which, like its human homolog FoxM1, plays a crucial role in maintaining genome stability [16,17]. Hcm1 controls expression of key cell cycle genes including histone genes, downstream cell cycle-regulatory TFs, and genes that regulate mitotic spindle function. As cells progress through the cell cycle, Hcm1 is activated by multisite phosphorylation by cyclin dependent kinase (CDK) [18]. CDK phosphorylates eight sites in the Hcm1 transactivation domain (TAD) to stimulate its activity and a three site phosphodegron in the N-terminus to trigger proteasomal degradation. Immediately following exposure to CaCl_2_ or LiCl stress, two stressors that activate CN, CDK activity decreases, the activating phosphates on Hcm1 are removed by CN, and expression of Hcm1 target genes decreases [14,15,19]. Whether or not Hcm1 inactivation is critical for cells to adapt and survive in the face of chronic stress is unknown.

Mutations within the Hcm1 TAD have been used to study the consequences of phosphorylation. Phosphomimetic mutations at all CDK phosphosites in the TAD generate a constitutively active protein that leads to increased expression of Hcm1 target genes [18]. In normal growth conditions this mutant provides a fitness advantage to cells, rendering them more fit than wild type (WT) [15,20]. This is a surprising result because advantageous mutations are expected to be selected for during evolution. However, the fact that activating phosphates are removed by CN when cells are faced with stress suggests that dephosphorylation and inactivation of Hcm1 may be necessary for cells to survive in stressful environments.

Here, we investigated this possibility and found that cells expressing a constitutively active, phosphomimetic Hcm1 mutant lose their fitness advantage when they proliferate in LiCl stress for up to 30 generations. To determine the optimal level of Hcm1 activity for fitness in this environment, we screened a collection of Hcm1 mutants that encompass all possible combinations of non-phosphorylatable and phosphomimetic mutations in the TAD, representing the entire spectrum of possible activity levels. Surprisingly, this screen revealed that almost all mutants were less fit, relative to WT, when growing in stress compared to stress-free conditions. Moreover, Cks1-priming sites that stimulate Hcm1 activity by promoting phosphorylation by CDK became more important for fitness when cells were grown in chronic stress. Finally, mutants that have increased Hcm1 activity because proteasomal degradation is blocked, but retain dynamic phosphoregulation of the TAD, upregulated Hcm1 target gene expression to a greater extent and were more fit than WT cells in chronic stress. These results demonstrate that simple Hcm1 inactivation is not the mechanism by which cells survive in chronic stress; instead, dynamic regulation of Hcm1 activity – obtained through a combination of phosphorylation by CDK and dephosphorylation by CN – is critical to maintain fitness.

## Results

### Expression of a phosphomimetic Hcm1 mutant decreases fitness in LiCl stress

CDK phosphorylates eight sites in the Hcm1 TAD to activate the protein during an unperturbed cell cycle [18]. When cells are exposed to a CN-activating stressor such as CaCl_2_ or LiCl, these phosphates are removed by the phosphatase CN [15] (Fig 1A). This dephosphorylation occurs rapidly after exposure to LiCl [15] and, notably, Hcm1 remains in a hypophosphorylated state after cells adapt to LiCl stress and resume cycling (Fig 1B). To determine if dephosphorylation of Hcm1 is necessary for cells to survive when faced with chronic LiCl stress, we utilized a constitutively active phosphomimetic Hcm1 mutant, Hcm1-8E, in which each CDK site in the TAD is mutated to two glutamic acids (S/T-P to E-E) to mimic the charge of a phosphate [18,20]. The Hcm1-8E protein is more active than WT Hcm1 and, as a result, confers a fitness advantage to cells in a competitive growth assay in optimal growth conditions [15,20]. To determine the consequence of elevated Hcm1 activity in stress, we used the same competitive growth assay to compare the fitness of cells expressing Hcm1-8E to cells expressing WT Hcm1, in the presence or absence of LiCl (Figs 1C, 1D, S1A–S1C). As previously shown [20], *hcm1-8E* cells exhibited a significant fitness benefit in the absence of stress (Fig 1C and S4 Dataset). However, *hcm1-8E* cells lost their fitness advantage and displayed a modest, but not statistically significant, fitness defect when cultured in medium containing LiCl (Fig 1D and S4 Dataset), supporting the possibility that cells need to inactivate Hcm1 to maximize fitness in the presence of chronic LiCl stress.

**Fig 1:**
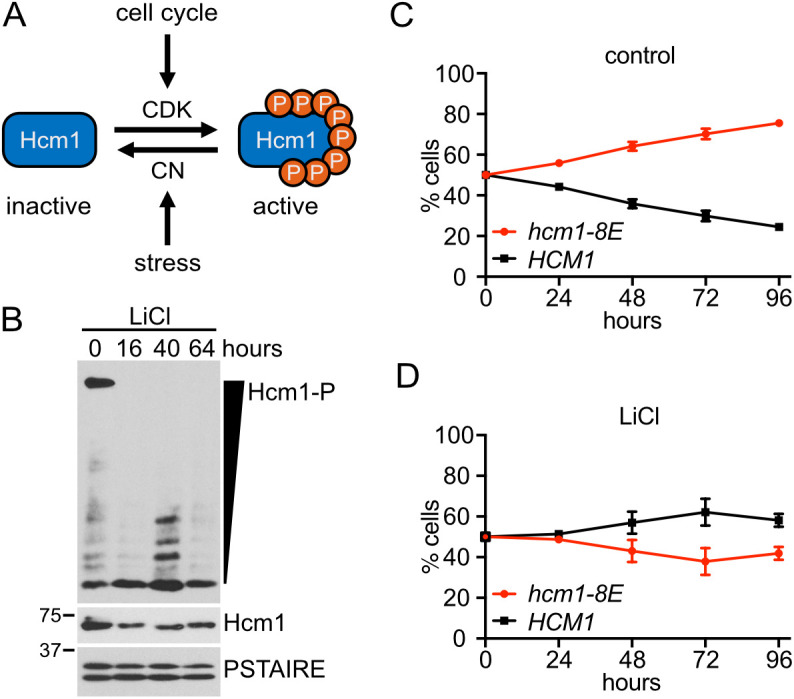
Expression of a phosphomimetic Hcm1 mutant decreases fitness in LiCl stress. **(A)** Hcm1 activity is regulated by cyclin-dependent kinase (CDK) and the phosphatase calcineurin (CN). **(B)** Phos-tag and standard Western blots showing Hcm1 phosphorylation and expression after the indicated number of hours in LiCl stress. Hcm1 was detected with an antibody that recognizes a 3V5 tag, PSTAIRE is shown as a loading control. Representative blots from n = 3 experiments are shown. **(C-D)** Strains with the indicated genotypes were co-cultured in control media (C) or media with 150mM LiCl (D). Percentage of each strain was quantified by flow cytometry at the indicated timepoints. An average of n = 3 biological replicates is shown. Error bars represent standard deviations. Statistical analysis is included in S4 Dataset.

### Hcm1 mutants with fixed phosphorylation states are less fit in LiCl stress

Hcm1 retains some phosphorylation when cells are grown for three days in LiCl (Fig 1B), suggesting that some activity may remain, and that a reduced level of Hcm1 activity might be optimal in stress. To test this hypothesis, we employed Phosphosite Scanning, a recently developed approach that can simultaneously determine the effects of hundreds of phosphosite mutations on cellular fitness [20]. Phosphosite scanning was previously used to screen a collection of Hcm1 mutants in which each CDK phosphosite (S/T-P) in the TAD is mutated to an unphosphorylatable alanine (A-P) or two glutamic acids (E-E), in all possible combinations (A/E library, Fig 2A) [20]. In unstressed growth conditions, fitness values conferred by these Hcm1 mutants are highly correlated with the activity of each mutant and this collection of mutants represents the entire continuum of possible Hcm1 activities, from the completely inactive Hcm1-8A mutant (with all phosphosites mutated to A-P) to the Hcm1-8E mutant that has increased activity relative to WT [20]. To determine the optimal amount of activity in stress, we used the same Phosphosite Scanning approach and screened the Hcm1 A/E library in control and LiCl containing media in parallel (Fig 2B).

**Fig 2:**
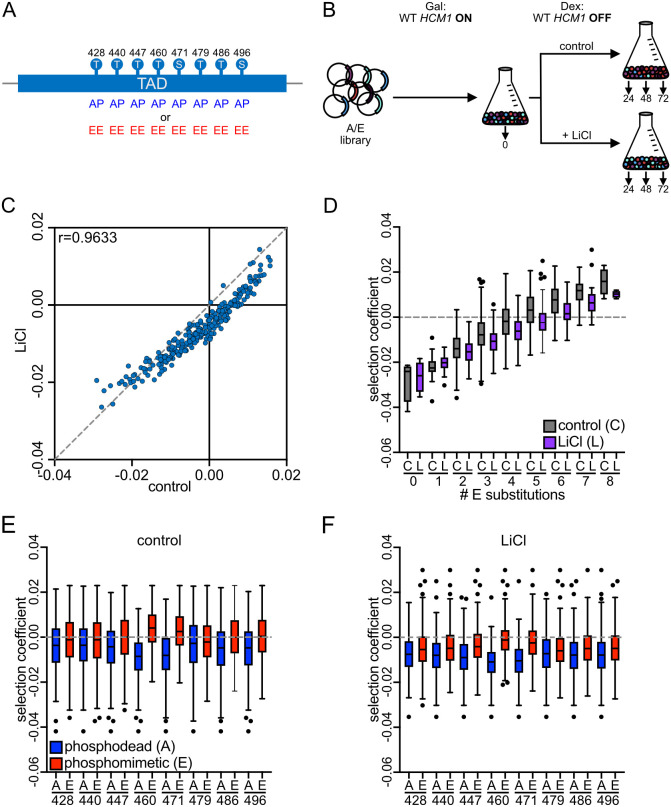
Phosphosite mutations in Hcm1 decrease fitness in stress. **(A)** Schematic of the Hcm1 A/E library. **(B)** Schematic of Phosphosite Scanning screens. Plasmids expressing all 256 mutants in the A/E library, as well as WT *HCM1*, were transformed into a strain in which expression of the genomic copy of *HCM1* is controlled by a galactose-inducible promoter. The pooled population growing in galactose was diluted and split into dextrose containing media (to shut-off expression of the endogenous copy of WT *HCM1*) with or without 150mM LiCl at the start of the experiment. **(C)** Scatterplot comparing average selection coefficients for each mutant in the A/E library in control and LiCl media. Pearson correlation (r) is indicated. **(D-F)** Box and whisker plots comparing the selection coefficients of different groups of mutants. The black center line indicates the median selection coefficient, boxes indicate the 25^th^-75^th^ percentiles, whiskers represent 1.5 interquartile range (IQR) of the 25^th^ and 75^th^ percentile, black circles represent outliers. In all panels, selection coefficients are an average of n = 4 biological replicates. (D) shows selection coefficients in cells with the indicated number of phosphomimetic mutations in control or LiCl conditions. (E-F) show selection coefficients of mutants with either phosphodead or phosphomimetic mutations at each position, in control (E) or LiCl containing medium (F). Statistics for panels D-F are included in S2 Dataset.

As in the previous study, the Hcm1 A/E library was transformed into a strain where the genomic copy of Hcm1 was expressed from a galactose-inducible promoter. At the start of the screen, cells growing in galactose were diluted into control medium or medium containing LiCl and expression of WT Hcm1 was shut off by adding dextrose, ensuring that all Hcm1 protein in the cells was derived from the plasmid library (Fig 2B). Cultures were periodically sampled and diluted over the course of 72 hours, and the relative abundance of each mutant was tracked via sequencing, as described previously [20]. Unlike the previous study where cells were diluted every 12 hours to maintain logarithmic growth, cells were diluted every 24 hours. Because of this modification, cells in control conditions approached saturation and exited the cell cycle between time points (S1D Fig). However, Hcm1 expression resumed following each dilution when cells reentered the cell cycle (S1E Fig), and selection coefficients of mutants screened in control conditions using 12- and 24-hour intervals were highly correlated (S2A–S2C Fig). Thus, the modified screening protocol accurately reflects the relative fitness values of Hcm1 mutants.

We first investigated how overall fitness of each mutant, relative to cells expressing WT Hcm1, was impacted when cells were growing in stress. Selection coefficients of each mutant in LiCl-containing medium were directly compared with those from control medium (Fig 2C). Surprisingly, although there was a strong correlation between selection coefficients in the two environments, almost all mutants showed a stronger reduction in fitness, relative to WT, in LiCl conditions than they exhibited in control conditions. This effect was most severe for mutants with greatest number of phosphomimetic (activating) mutations, whereas mutants that had two or fewer phosphomimetic mutations were most similar between control and LiCl media (Figs 2D and S2D). Notably, although the *hcm1-8E* mutant displayed a modest fitness defect in pairwise competition assays carried out in LiCl (Fig 1D), it had a slight fitness advantage in pooled screens (Fig 2D, mutant with eight E substitutions). This observation is consistent with previous findings that pooled screens result in higher selection coefficients than pairwise competition assays and is likely due to technical differences in the experimental approach [20]. However, the *hcm1-8E* mutant fitness advantage was modest in pooled LiCl screens and decreased in LiCl compared to control conditions. These data demonstrate that, contrary to our expectation, Hcm1 activity is required for fitness in stress. However, the most highly active mutants exhibit reductions in fitness compared to control growth conditions.

Next, we wanted to determine how individual TAD phosphosites impact cellular fitness in LiCl stress. To do this, we compared the selection coefficients of all mutants that had either a non-phosphorylatable alanine (A) or two glutamic acids (E) at each site. In both control and LiCl conditions, a phosphomimetic mutation at any site increased fitness relative to an alanine substitution at the same site (Fig 2E and 2F, compare red and blue boxes). Notably, mutations at sites T460 and S471 had the greatest effect on fitness in both conditions, consistent with previous measurements in the absence of stress [20]. Together, these data show that when phosphorylation patterns of Hcm1 are fixed because all sites are changed to either phosphodeficient or phosphomimetic amino acids, the fitness of almost all mutants decreases in stress relative to WT. This raises the possibility that it is not inactivation of Hcm1 that is important for cells to maintain fitness in stress, but rather dynamic regulation conferred by phosphorylation and dephosphorylation of the TAD.

### Requirement for Cks1-dependent priming is elevated in stress

If dynamic Hcm1 regulation is critical for stress survival, we hypothesized that mechanisms enhancing CDK phosphorylation would be especially important under stress. One such mechanism is kinase priming by the CDK accessory subunit Cks1, which binds phosphorylated threonines near the N-terminus of a multisite phosphorylated domain and promotes phosphorylation of downstream CDK sites [21,22]. Phosphosite Scanning can reveal Cks1-dependent regulation by assessing how mutations at one site—either non-phosphorylatable alanine or phosphomimetic glutamic acid—affect phosphorylation at others [20]. To test this, we screened two additional Hcm1 mutant libraries: one with WT or alanine substitutions (WT/A, Fig 3A), and one with WT or phosphomimetic substitutions (WT/E, Fig 4A). We compared the fitness of all mutants relative to WT in both control and LiCl stress conditions.

**Fig 3:**
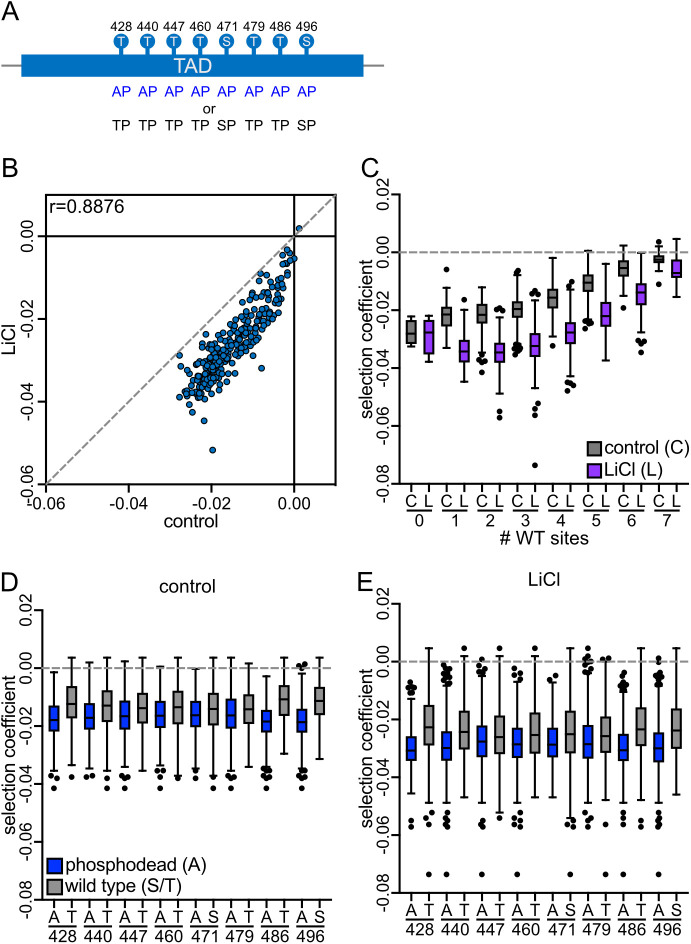
All phosphosites in the Hcm1 TAD contribute to fitness in stress. **(A)** Schematic of the Hcm1 WT/A library. **(B)** Scatterplot comparing average selection coefficients for each mutant in the WT/A library in control and LiCl media. Pearson correlation (r) is indicated. **(C-E)** Box and whisker plots comparing the selection coefficients of different groups of mutants. The black center line indicates the median selection coefficient, boxes indicate the 25^th^-75^th^ percentiles, whiskers represent 1.5 interquartile range (IQR) of the 25^th^ and 75^th^ percentile, black circles represent outliers. In all panels, selection coefficients are an average of n = 4 biological replicates. (C) shows selection coefficients in cells with the indicated number of WT sites in control or LiCl conditions. (D-E) show selection coefficients of mutants that are either WT (S or T) or alanine at each position, in control (D) or LiCl containing medium (E). Statistics for panels C-E are included in S2 Dataset.

**Fig 4:**
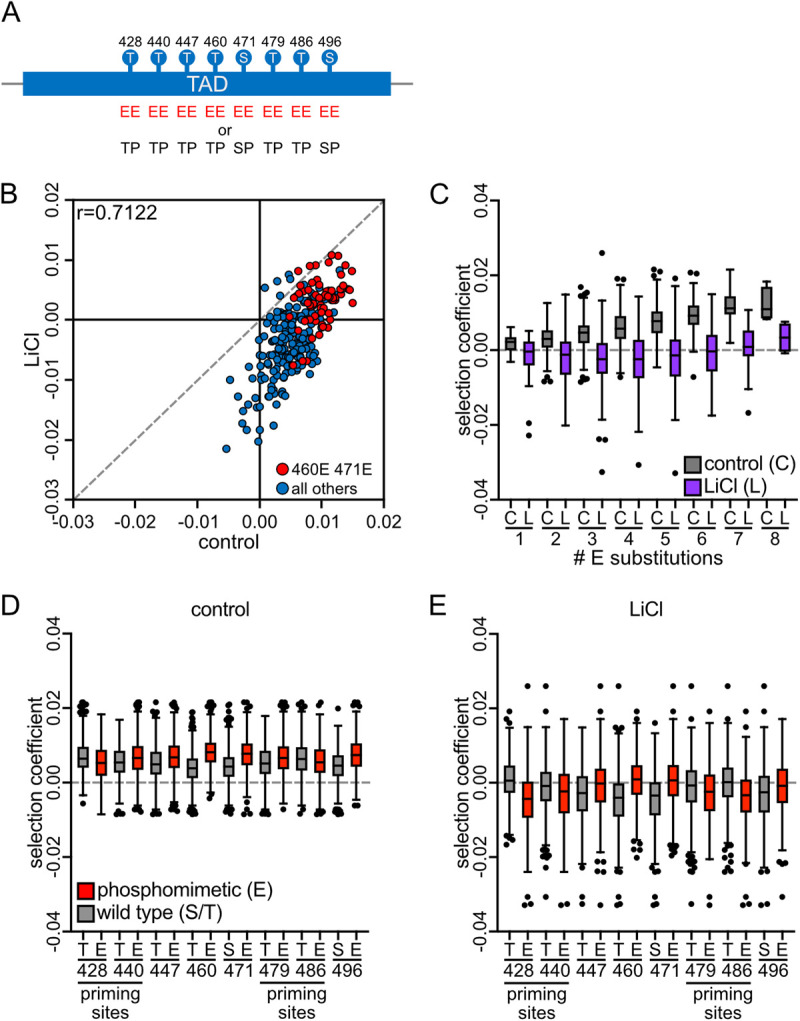
Elevated importance of Cks1 priming in stress. **(A)** Schematic of the Hcm1 WT/E library. **(B)** Scatterplot comparing average selection coefficients for each mutant in the W/E library in control and LiCl media. Pearson correlation (r) is indicated. Red represents mutants that are phosphomimetic at sites T460 and S471, blue represents all other mutants. **(C-E)** Box and whisker plots comparing the selection coefficients of different groups of mutants. The black center line indicates the median selection coefficient, boxes indicate the 25^th^-75^th^ percentiles, whiskers represent 1.5 interquartile range (IQR) of the 25^th^ and 75^th^ percentile, black circles represent outliers. In all panels, selection coefficients are an average of n = 4 biological replicates. (C) shows selection coefficients in cells with the indicated number of phosphomimetic mutations in control or LiCl conditions. (D-E) show selection coefficients of mutants that are either WT (S or T) or phosphomimetic at each position, in control (D) or LiCl containing medium (E).

We first performed Phosphosite Scanning of the WT/A library under control and LiCl stress conditions. Since Cks1 binds only phosphothreonine [21,22], alanine substitutions impair activity both by preventing phosphorylation and by blocking Cks1 binding, which reduces phosphorylation of downstream sites. As in the A/E screen, selection coefficients of WT/A mutants were correlated between conditions, but all scores were lower in LiCl (Fig 3B). Fitness was more strongly reduced by alanine substitutions in a WT background (WT/A) than in a phosphomimetic background (A/E), consistent with Cks1-dependent regulation [20]. Despite the overall fitness reduction in the WT/A library, fitness increased with the number of WT sites (Figs 3C and S2E), and WT residues were consistently more beneficial than alanine at each position (Fig 3D and 3E), in both conditions. These results support the conclusion that phosphorylation at each TAD site contributes to Hcm1 activity in both control and stress environments.

To further assess the role of Cks1 priming in stress, we screened the WT/E library (Fig 4A). Like alanine mutations, phosphomimetic (EE) substitutions cannot serve as Cks1 priming sites. While they retain charge and partially activate Hcm1, they block Cks1 binding. Thus, TP-to-EE mutations at a priming site can reduce fitness by disrupting downstream phosphorylation at WT sites. Additionally, if priming is of increased importance in stress, this reduction in fitness seen with EE substitutions in the WT/E library might be enhanced. This is indeed what was observed: most mutants were more fit than WT in control conditions but showed reduced fitness under LiCl stress (Fig 4B, lower right quadrant). However, mutants containing T460E and S471E (Fig 4B, red circles) maintained higher fitness in stress, likely because these key sites do not depend on upstream priming. Furthermore, fitness in LiCl did not correlate with the number of phosphomimetic mutations (Figs 4C and S2F), suggesting that Cks1-mediated priming plays a critical role during stress.

To pinpoint Cks1 priming sites that are important during stress, we analyzed the fitness of phosphomutants based on their genotype at each site. Under non-stress conditions, a phosphomimetic mutation that reduces fitness—reflected by a lower selection coefficient compared to the WT CDK site—suggests that the site may function as a Cks1 priming site [20]. For example, in control conditions a T428E mutation slightly reduces fitness in the WT/E library (Fig 4D) but increases fitness relative to T428A in the A/E library (Fig 2E), supporting its role as a Cks1 priming site [20]. The negative fitness effect of T428E is more pronounced under LiCl stress, and a similar reduction is observed with the T440E mutation (Fig 4E). Interestingly, T479E and T486E mutations also reduce fitness in LiCl, despite having neutral or slightly positive effects in control conditions (Fig 4D). These findings suggest that T479 and T486 may also act as Cks1 priming sites within the Hcm1 TAD, with their importance becoming evident only under stress conditions.

To investigate this effect further, we assessed the fitness of all mutants containing T428E T440E or T479E T468E in the WT/E screen. These mutants showed significantly reduced fitness under stress conditions compared to those with WT sites at these positions, despite similar fitness in control conditions (Fig 5A). Additionally, a previously characterized mutant with disruption of the N-terminal Cks1 priming sites (T428S T440S T447S, *hcm1-3S*) exhibited reduced fitness in both conditions (Fig 5B–5D), consistent with the observation that mutations detrimental in non-stress conditions also impair fitness under stress (Fig 2D). Together, these results support the conclusion that dynamic phosphorylation of the Hcm1 TAD—facilitated by Cks1 priming—is essential for maintaining fitness during LiCl stress.

**Fig 5:**
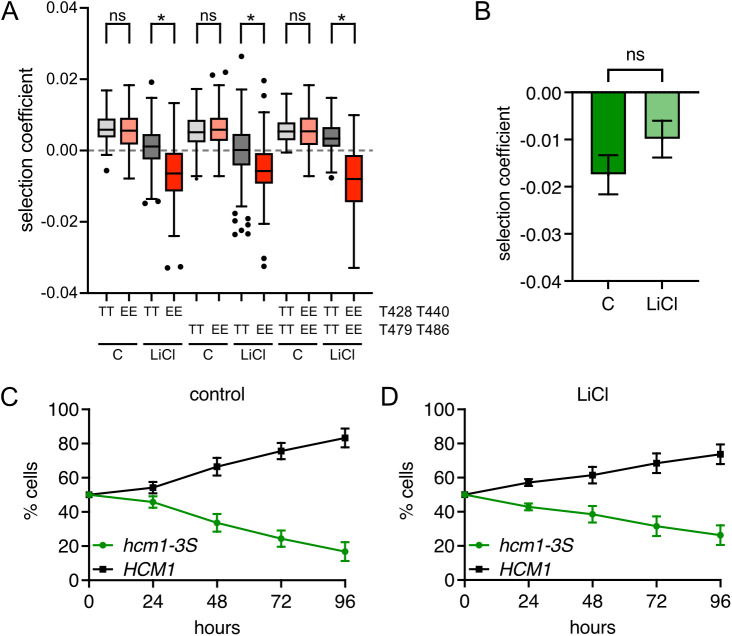
Cks1 priming sites promote fitness in stress. **(A)** Box and whisker plots comparing the selection coefficients of mutants that are WT (TT) or phosphomimetic (EE) at indicated positions. The black center line indicates the median selection coefficient, boxes indicate the 25^th^-75^th^ percentiles, whiskers represent 1.5 interquartile range (IQR) of the 25^th^ and 75^th^ percentile, black circles represent outliers. In all panels, selection coefficients are an average of n = 4 biological replicates. **(B)** Comparison of selection coefficients of the Cks1-priming site mutant, *hcm1-3S*, in control and LiCl conditions. A paired t-test was used to determine that selection coefficients are not significantly different (ns) between conditions. **(C-D)** *HCM1* and *hcm1-3S* strains were co-cultured in control media (C) or media with 150mM LiCl (D). Percentage of each strain was quantified by flow cytometry at the indicated timepoints. An average of n = 6 biological replicates is shown. Error bars represent standard deviations.

### Dynamic phosphorylation of the Hcm1 TAD is required for fitness in stress

If the *hcm1-8E* mutant is less fit in stress because its phosphorylation cannot be dynamically regulated, and not because it has increased activity, then an alternative mutant in which Hcm1 activity is increased by a different mechanism might not exhibit reduced fitness in stress. To test this possibility, we examined the fitness of *hcm1-3N* mutant cells. Hcm1-3N contains three alanine substitutions in the N-terminal phosphodegron that prevent proteasomal degradation and stabilize the protein [18], thereby increasing Hcm1 activity without perturbing TAD phosphorylation dynamics (Fig 6A). First, we compared the activity of the Hcm1 mutants directly, by expressing each mutant in an **hcm1*Δ* reporter strain, where two copies of the Hcm1-responsive element from the *WHI5* promoter drive GFP expression. Notably, Hcm1-3N was more active than WT Hcm1, although it was less active than Hcm1-8E (Fig 6B). Despite this difference, both *hcm1-3N* and *hcm1-8E* cells exhibited similar increases in fitness in the absence of stress (Figs 1C, 6C and 6D) [15,20]. If dynamic regulation of the Hcm1 TAD is important for fitness in stress, *hcm1-3N* cells should differ from *hcm1-8E* and retain their fitness advantage.

**Fig 6:**
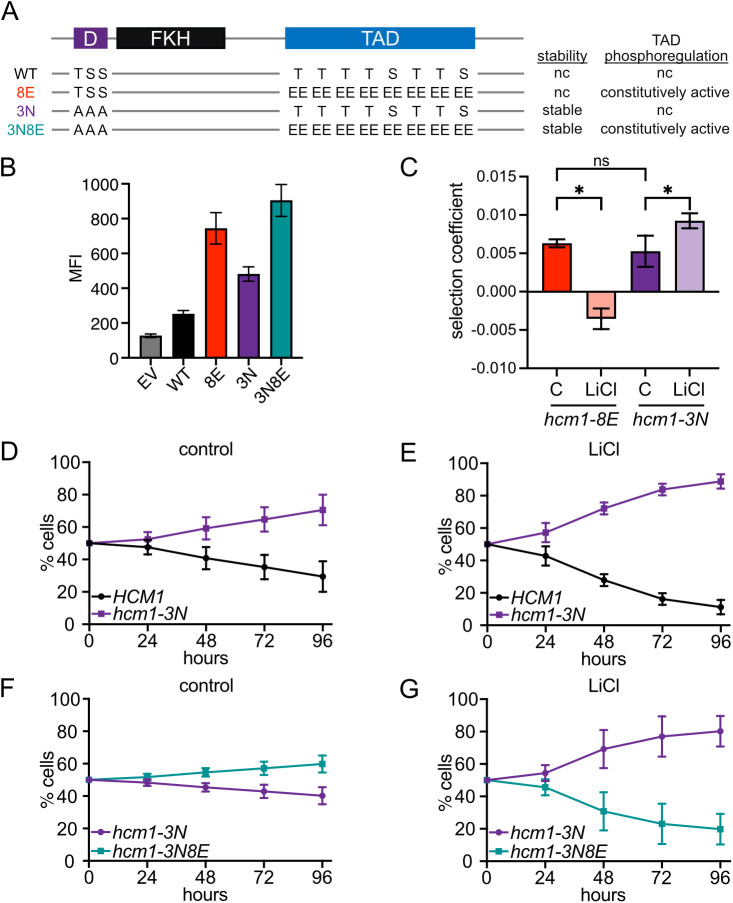
Dynamic phosphorylation of the Hcm1 TAD promotes fitness in stress. **(A)** Diagram of Hcm1 mutant proteins showing mutated phosphosites and impacts on protein stability and phosphoregulation of the TAD region. nc, no change. **(B)** Mean Fluorescence Intensity (MFI) of GFP expression in Hcm1 reporter strains expressing the indicated Hcm1 proteins or an empty vector (EV). An average of n = 6 replicates is shown. Error bars represent standard deviation. **(C)** Comparison of average selection coefficients of the indicated strains and growth conditions, from pairwise assays shown in Figs 1C, 1D, 6D, and 6E. One-way ordinary ANOVA with Šídák’s multiple comparisons test was used to test significance, *p < 0.0001. **(D-E)** *HCM1* and *hcm1-3N* strains were co-cultured in control media (D) or media with 150mM LiCl (E). Percentage of each strain was quantified by flow cytometry at the indicated timepoints. An average of n = 13 biological replicates is shown. Error bars represent standard deviations. **(F-G)** *hcm1-3N* and *hcm1-3N8E* strains were co-cultured in control media (F) or media with 150mM LiCl (G). Percentage of each strain was quantified by flow cytometry at the indicated timepoints. An average of n = 13 biological replicates is shown. Error bars represent standard deviations.

To test this hypothesis, pairwise competition assays were carried out between *hcm1-3N* and WT cells in control and LiCl containing medium. Notably, in contrast to the decreased fitness observed in *hcm1-8E* cells challenged with LiCl stress (Figs 1D and 6C), the fitness benefit in *hcm1-3N* cells was enhanced under stress conditions (Fig 6C and 6E). To compare these effects directly, these two sets of mutations were combined to generate a stable, constitutively active mutant (*hcm1-3N8E*, Fig 6A and 6B). In a pairwise competition assay, *hcm1-3N8E* cells had similar fitness as *hcm1-3N* cells in control conditions (Fig 6F), as previously reported [20]. However, *hcm1-3N8E* cells were less fit than *hcm1-3N* in LiCl stress (Fig 6G). Therefore, preventing dynamic phosphorylation of the Hcm1-3N protein reverses the fitness benefit provided by its stabilization and increased expression in stress.

### Dynamic phosphorylation enhances Hcm1 activity in stress

When cells are continuously exposed to a CN-activating stress, cells experience bursts in cytosolic Ca^2+^, followed by pulses of CN activity [23,24]. This suggests that Hcm1 may undergo pulses of inactivation in chronic stress, which are then reversed by CDK activity. For some TFs, increasing the frequency of pulses of activation results in a greater induction of target gene expression, compared to increasing the amplitude of TF activity [25,26]. Therefore, we considered that Hcm1 may undergo pulses of activity in stress, through modulation of phosphorylation, which in turn could further increase the expression of its target genes and promote fitness.

To support this model, we first examined the dynamics of CN activation in response to LiCl using a fluorescent CN reporter [10]. CN activity peaked within five minutes of LiCl addition and then rapidly declined (S3A–S3C Fig). However, sporadic activation persisted throughout the 72-hour time course (S3B Fig). Notably, after the initial activation wave subsided, brief pulses of CN activity—lasting five minutes or less—were observed in individual cells (S3D Fig). These findings suggest that Hcm1 may undergo intermittent dephosphorylation and inactivation during LiCl stress.

If pulses of Hcm1 dephosphorylation and re-phosphorylation stimulate its activity in stress, the prediction is that WT and *hcm1-3N* cells should display an increase in Hcm1 target gene expression, compared to unstressed conditions, whereas *hcm1-8E* and *hcm1-3N8E* should not. To test this possibility, we evaluated the activity of each mutant in the Hcm1 reporter strain described above, in control and LiCl conditions. Strains were passaged in monoculture, using the same dilution protocol that was employed for fitness assays, and GFP levels were measured using both flow cytometry and Western blotting after 40 hours of growth. As predicted, Hcm1-3N exhibited a significant increase in activity under stress, whereas Hcm1-8E and Hcm1-3N8E showed either decreased or unchanged activity (Figs 7A, S4A and S4B). The WT protein also appeared more active under stress based on GFP levels detected by Western blot (S4B Fig). However, flow cytometry revealed a modest fluorescence increase in both WT and EV cells (Figs 7A and S4A). Since no GFP protein was detected by Western blot in EV cells, we conclude that the fluorescence increase may be due to a slight Hcm1-independent increase in autofluorescence under stress. Notably, the increased activity of WT and Hcm1-3N could not be attributed to changes in Hcm1 protein levels (S4B Fig) or differences in the proportion of cells in S-phase (S4C Fig). These data support the model that pulses of activation increase Hcm1 target gene expression.

**Fig 7:**
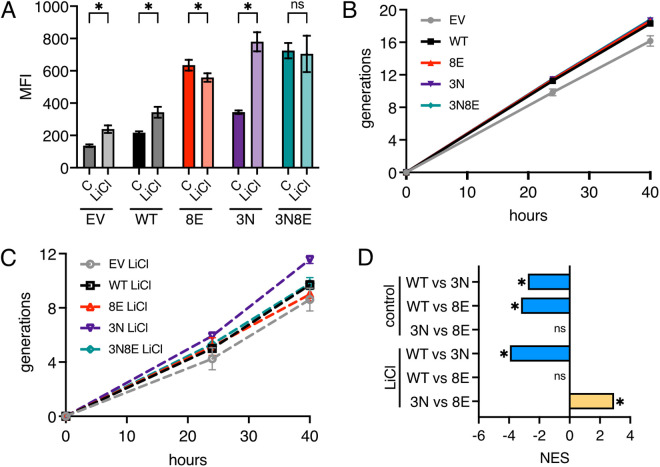
Dynamic phosphorylation increases Hcm1 activity in stress. **(A)** Mean Fluorescence Intensity (MFI) of GFP expression in Hcm1 reporter strains expressing the indicated Hcm1 proteins or an empty vector (EV), after 40 hours of growth in control medium or medium with 150mM LiCl. An average of n = 6 replicates is shown. Error bars represent standard deviation. Two-way ANOVA with Šídák’s multiple comparisons test was used to test significance, *p < 0.05. Representative histograms are shown in S4A Fig. **(B-C)** Cumulative generations of strains from (A) over the 40-hour experiments. Shown is an average of n = 6 replicates, errors bars represent standard deviations. Strains grown in control conditions are shown in part (B). Strains grown in LiCl stress are shown in part (C). **(D)** Normalized enrichment scores (NES) of Hcm1 target genes from GSEA analysis of the indicated comparisons. Asterisk (*) indicates FDR = 0, ns indicates not significant.

We also examined whether Hcm1 mutants could enhance proliferation by comparing population growth when the different Hcm1 proteins were expressed in the **hcm1*Δ* reporter strain during the 40-hour time course. In the absence of stress, all mutants supported proliferation as well as WT Hcm1, whereas empty vector (EV) cells that do not express Hcm1 exhibited a proliferation defect (Fig 7B). In contrast, mutants differentially affected proliferation when grown in stress. Although all strains underwent fewer doublings in stress, strains expressing WT, Hcm1-8E and Hcm1-3N8E were more similar to EV cells, whereas Hcm1-3N cells displayed a proliferative advantage (Fig 7C). These results support the conclusions from pairwise competition assays (Figs 1C, 1D, and 6C–6G) and show that Hcm1-3N expression provides a fitness advantage in stress.

We next examined how Hcm1 mutants impact the expression of endogenous Hcm1 target genes in chronically stressed cells. Hcm1 only activates target gene expression during S-phase, so the clearest way to examine the effect of Hcm1 mutants is to compare target gene expression in S-phase synchronized cells [18]. However, we found that after cells have adapted to growing in LiCl, they do not release synchronously from a G1 arrest (S5A Fig), making it difficult to quantify gene expression specifically in S-phase. Therefore, we quantified target gene expression by sequencing mRNA from asynchronous cells that were grown in control medium or LiCl for 40 hours. 

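Messenger RNA was sequenced from 3 replicate cultures of each of 3 haploid budding yeast strains in each of 2 media, 18 libraries in all. In every strain the genomic copy of *HCM1* was under a galactose-inducible promoter that is shut off in dextrose, and the Hcm1 that remained came from a low-copy plasmid with *URA3* as its marker and the *HCM1* promoter driving WT *HCM1*, *hcm1-3N* or *hcm1-8E*. The *hcm1-3N* mutant lacks phosphorylation sites that target Hcm1 for degradation, and *hcm1-8E* carries phosphomimetic residues at the CDK sites of the transactivation domain. The cultures grew for 40 hours in control medium or in medium with 150 mM LiCl, an ionic stress. The authors selected polyadenylated RNA, made strand-specific paired-end libraries, aligned the reads to the R64-1-1 genome, counted exon fragments with a mapping quality above 20 per gene and deposited these counts without normalization, beside a table of TPM, in which counts are divided by gene length and each library is scaled to 1000000. Whether the counting used the strand is not stated in the paper's text, so genes that overlap on opposite strands are uncertain. The counts per library ranged from 18816441 to 21851012, with a median of 21695332. In control medium the totals were 20916845 to 21808117 (median 21624252) for WT, 18816441 to 21660959 (median 21428731) for *hcm1-3N* and 21703147 to 21745280 (median 21736944) for *hcm1-8E*. In LiCl they were 21666864 to 21851012 (median 21723228), 21690923 to 21781082 (median 21699742) and 21528235 to 21766530 (median 21687476) in the same order. At these depths, 3 counts correspond to 0.137 to 0.159 CPM, the counts of a library scaled to 1000000. The 10 most counted genes took 13.4% to 17.8% of the counts of a library. Replicates of a condition differed by more than counting noise, with a chi-square per gene of 10.6 to 285, so replicates were not copies of one another.

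The counts were normalized with edgeR's TMM method and tested with its quasi-likelihood test on the 6239 genes that passed edgeR's expression filter, in one model of the 6 groups. Log2 fold changes are given as the first named strain over the second. The model was also fitted with the replicate number as a block. The mean correlation of the libraries' deviations from their group means was 0.52 between same-numbered libraries of different groups and -0.22 between differently numbered ones. For the set tests, genes were ranked by DESeq2's log2 fold change after shrinkage with ashr, as in the paper's methods, and the Hcm1 target list was taken from S3 Dataset. Of its 96 genes, 93 carry a gene name in the count table and entered the ranking of 5084 named genes.

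*HCM1* itself (YCR065W, chromosome III, 229310 to 231004, plus strand, R64) was measured as a check of the labels. In control medium it stood at 299 ± 21.9 CPM (SD, n = 3) in WT, 244 ± 4.89 CPM in *hcm1-3N* and 238 ± 16.3 CPM in *hcm1-8E*. The log2 fold change of WT over *hcm1-3N* was 0.29 and of WT over *hcm1-8E* 0.33, and neither passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (adjusted p = 0.228 and 0.343). In LiCl its level was 399 ± 64.2 CPM in WT, 251 ± 55.1 CPM in *hcm1-3N* and 147 ± 14.6 CPM in *hcm1-8E*. There the log2 fold change was 0.67 (standard error 0.14) for WT over *hcm1-3N*, with an adjusted p = 0.0436 from edgeR and 0.0129 with the replicate block. For WT over *hcm1-8E* it was 1.45 (standard error 0.14, adjusted p = 0.000382 from edgeR, 6.19e-05 with the block). For *hcm1-3N* over *hcm1-8E* it was 0.77 (standard error 0.14, adjusted p = 0.00741 from edgeR, 0.00193 with the block). *URA3* (YEL021W, chromosome V, 116167 to 116970), the marker of the plasmid, was at 1319 ± 185 CPM in WT, 954 ± 218 CPM in *hcm1-3N* and 545 ± 83.2 CPM in *hcm1-8E* in LiCl. The counts cannot separate plasmid from genomic transcripts of *HCM1*. *LEU2* and *LYS2*, which are deleted in these strains, had 0 counts in every library, where 3 counts or fewer were taken as not detected.

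**Figure D1:**
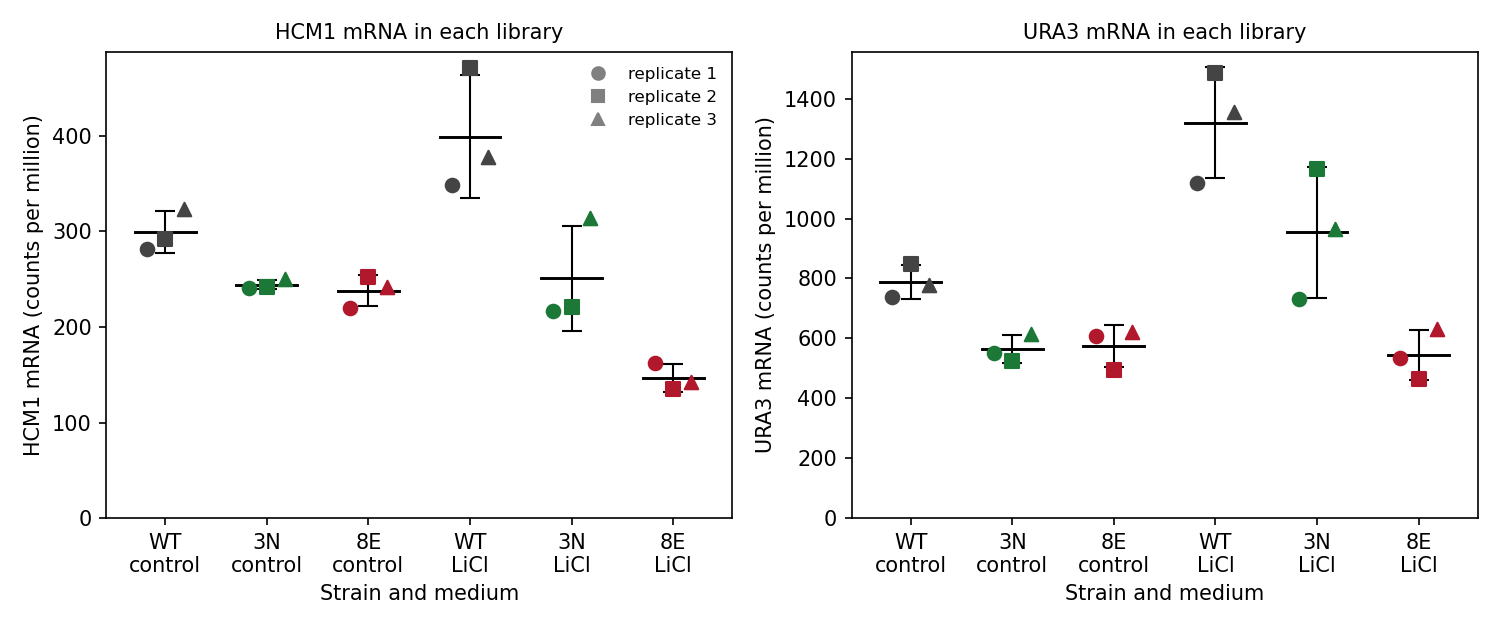
CPM of *HCM1* and of the plasmid marker *URA3* in each of the 18 libraries, by strain and medium. Points are libraries, with a marker shape for each replicate number, and bars are the mean and SD of 3 replicates. In LiCl the mean of *HCM1* falls from 399 CPM in WT to 147 CPM in *hcm1-8E*, and that of *URA3* from 1319 to 545 CPM.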

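Fold changes of single Hcm1 targets between the strains were mostly of the size of their errors. In control medium, the median absolute log2 fold change of the 96 targets was 0.23 for WT against *hcm1-3N*, 0.17 for WT against *hcm1-8E* and 0.14 for *hcm1-3N* against *hcm1-8E*. In LiCl these medians were 0.15, 0.097 and 0.15, while the median standard error of a target was 0.15 in each of the 6 comparisons. Among the 6143 other genes tested, the median absolute log2 fold changes ranged from 0.10 to 0.21. Only *TPO2*, chosen after its values were seen, differed by more than 1 on the log2 scale, with 1.63 for WT over *hcm1-8E* and 1.17 for *hcm1-3N* over *hcm1-8E* in LiCl.

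Between WT and *hcm1-3N* in control medium, 479 genes had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 215 higher and 264 lower in WT, and 15 of the 96 targets were among them, 1 higher and 14 lower in WT. Between WT and *hcm1-8E* in control medium 4 genes passed, including 1 target, and between the mutants 4 genes passed and 0 targets, with 12 targets at an unadjusted p-value under 0.05. In LiCl, 45 genes and 1 target passed between WT and *hcm1-3N*. For WT against *hcm1-8E* in LiCl there were 2 genes and 0 targets, with 6 targets at an unadjusted p-value under 0.05. For *hcm1-3N* against *hcm1-8E* in LiCl there were 191 genes and 4 targets. With the adjustment made over the target list alone, 19, 10, 2, 1, 0 and 4 targets passed in the same order of comparisons. Among the alternatives set before the data were examined, the replicate block moved the gene counts most in 5 of the 6 comparisons, and the DESeq2 Wald test did so for WT against *hcm1-8E* in control medium, to 159. With the block, 1403, 99 and 233 genes passed in control medium and 190, 19 and 530 in LiCl. The targets among them numbered 26, 10 and 4 in control medium and 3, 0 and 6 in LiCl. Every gene that passed without the block in these comparisons also passed with it. The mean correlation of the deviations of same-numbered libraries ranged from 0.40 to 0.75 over the 6 comparisons.

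In control medium, *GAS3* (YMR215W, chromosome XIII, 696796 to 698370, plus strand) had a log2 fold change of -0.77 for WT over *hcm1-3N* (standard error 0.098, adjusted p = 0.000805 from edgeR and 0.000145 with the replicate block). Its levels were 151 ± 3.79 CPM (SD, n = 3) in WT and 257 ± 20.0 CPM in *hcm1-3N*. For WT over *hcm1-8E* its log2 fold change was -0.66 (standard error 0.098, adjusted p = 0.0175 from edgeR, 0.00406 with the block), and this call was lost in each of the 6 fits that left out one library. *HTZ1* (YOL012C, chromosome XV, 303579 to 303983, minus strand) had a log2 fold change of -0.71 for WT over *hcm1-3N* in control medium (standard error 0.11, adjusted p = 0.00194 from edgeR). *MAE1* (YKL029C, chromosome XI, 382716 to 384725, minus strand) went the other way, with a log2 fold change of 0.96 (standard error 0.28, adjusted p = 0.0485 from edgeR, 0.0113 with the block), and kept an adjusted p-value under 0.05 in 2 of the 6 fits that left out one library. In LiCl, *HTZ1* had a log2 fold change of -0.55 for WT over *hcm1-3N* (standard error 0.11, adjusted p = 0.0293 from edgeR, 0.0129 with the block), which passed in 1 of the 6 fits without one library. For *hcm1-3N* over *hcm1-8E* in LiCl, *GAS3* had 0.49 (standard error 0.098, adjusted p = 0.0129 from edgeR), *HTZ1* 0.46 (adjusted p = 0.0293) and *SIM1* (YIL123W, chromosome IX, 128151 to 129581, plus strand) 0.44 (adjusted p = 0.0364). Of the 4 targets that passed there, 3 were higher and 1 was lower in *hcm1-3N*. In the fit without *hcm1-8E* LiCl replicate 2, 0 targets passed, so each of these calls was lost in at least 1 of the 6 fits. The annotation shows no overlapping gene and no near-identical copy for the 4 genes named here by position. The CPM of the 2 groups did not overlap for 40, 39 and 22 of the 96 targets in the control comparisons and for 13, 9 and 13 in the LiCl comparisons, where chance gives 10% for libraries that vary independently, which same-numbered libraries did not.

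**Figure D2:**
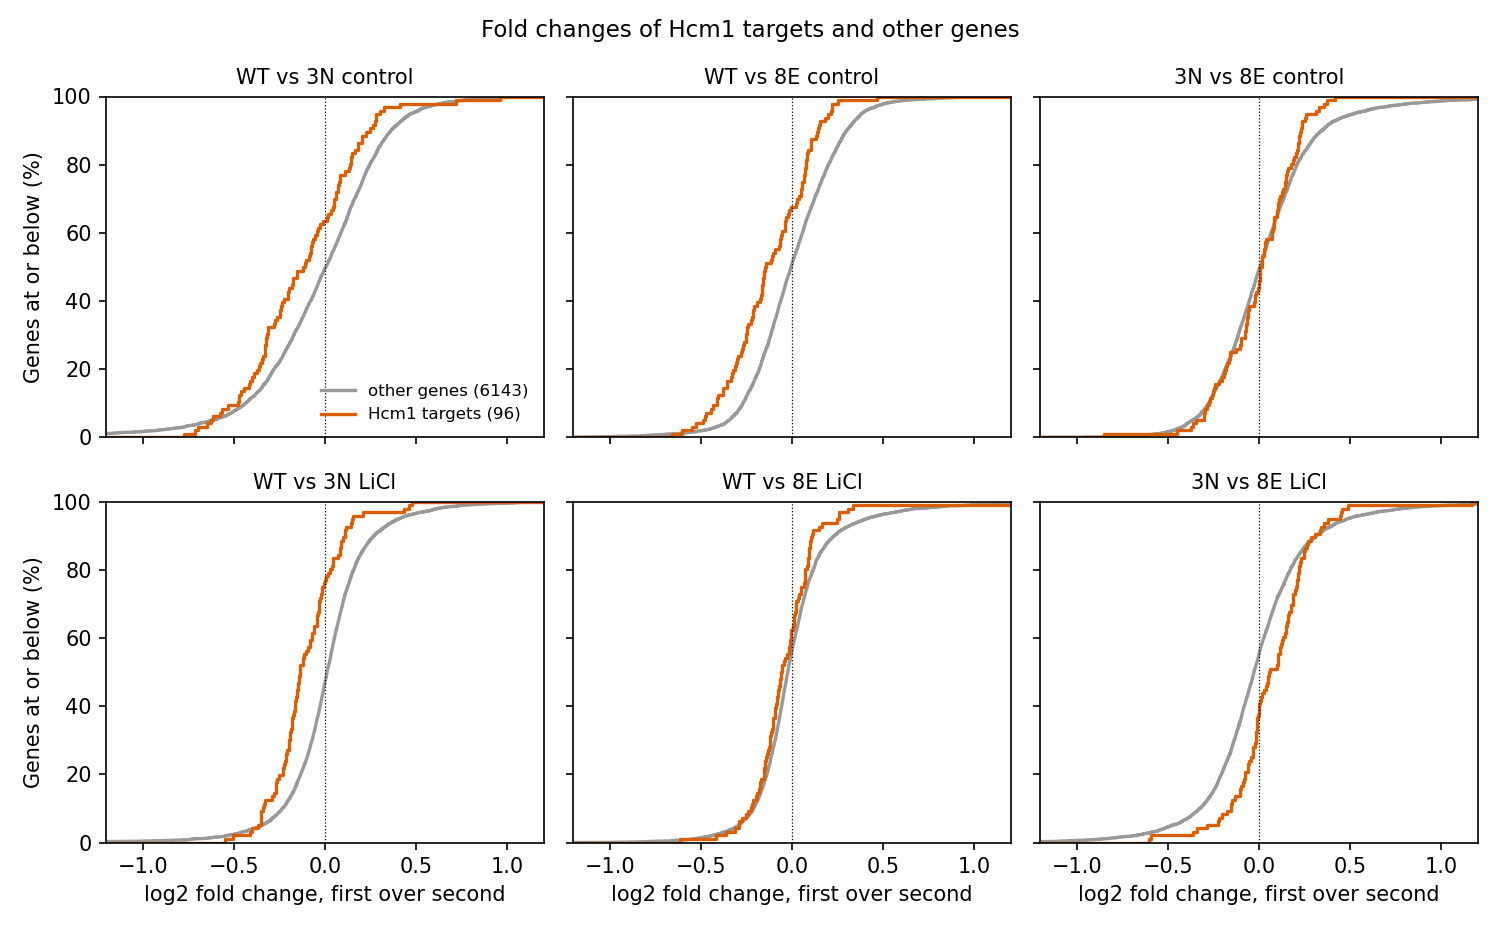
Cumulative share of the 96 Hcm1 targets and of the other genes tested by log2 fold change in each of the 6 comparisons, the first named strain over the second. The targets are lower in WT for 61 of 96 genes against *hcm1-3N* and 65 against *hcm1-8E* in control medium, and for 74 and 60 in LiCl. In the same order these are 63.5%, 67.7%, 77.1% and 62.5% of the targets, against 49.6%, 50.8%, 47.0% and 56.4% of the other genes.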

Because the experiment was performed in asynchronous cultures, where only ~16% of cells are in S-phase (S5B Fig), we observed modest fold change differences between wild type and mutant strains for individual Hcm1 target genes (S3 Dataset). For this reason, we used Gene Set Enrichment Analysis (GSEA) to examine changes in expression of Hcm1 target genes as a group. GSEA revealed that Hcm1 targets were collectively expressed at elevated levels in both *hcm1-3N* and *hcm1-8E* mutants compared to WT in control conditions, confirming that the two mutants exhibit a similar increase in activity (Fig 7D, a negative normalized enrichment score (NES) indicates lower expression in WT compared to mutant). However, when cells were grown in LiCl, Hcm1 target genes increased in expression in *hcm1-3N* cells, but not in *hcm1-8E* cells. Moreover, target genes were more highly expressed in *hcm1-3N* cells than *hcm1-8E* cells when they were directly compared (Fig 7D, a positive NES indicates higher expression in *hcm1-3N* compared to *hcm1-8E*). These results demonstrate that dynamic phosphorylation of Hcm1 in stress increases expression of Hcm1 target genes and suggests that expression of these genes promotes fitness in stress.

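In control medium, a pre-ranked GSEA with an unweighted running sum gave the Hcm1 targets an NES of -2.82 for WT against *hcm1-3N* and of -3.12 for WT against *hcm1-8E*. Both had a permutation p = 2e-04, the smallest that 10000 random gene sets could give, and q = 4e-04 and 4e-04 after Benjamini-Hochberg adjustment over the 6 comparisons. For *hcm1-3N* against *hcm1-8E* the NES was 0.96 (permutation p = 0.498). With the replicate number as a block the NES were -2.83, -3.26 and 1.02 (permutation p = 2e-04, 2e-04 and 0.416), where the deviations of same-numbered libraries correlated at 0.58, 0.40 and 0.49. Of the other settings set before the data were examined, the one furthest from the first NES left out *hcm1-3N* control replicate 1, at -1.91, and the one furthest from the second left out the 10 targets of highest mean expression, at -2.34. The weighted running sum gave -2.10 and -2.46. Of the 4 ways to part the same-numbered pairs of WT and *hcm1-3N* libraries, 3 gave an NES as large, the real one included, and for WT and *hcm1-8E* 1 did. The other ways exchange 1 of the 3 pairs, so 2 pairs keep their real direction.

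Random gene sets treat genes as independent, so the targets were also tested with limma's camera, which takes its error from the replicate libraries and allows for correlation between the genes of the set. The mean log2 fold change of the targets relative to all other genes was -0.092 for WT against *hcm1-3N*, with a camera p of 0.231 (adjusted p = 0.396 over the 6 comparisons), and -0.12 for WT against *hcm1-8E*, with a camera p of 0.114 (adjusted p = 0.341). It was -0.032 between the mutants, with a camera p of 0.905. With the replicate block the camera p was 0.0611 and 0.0170 for the first 2 comparisons (limma adjusted p = 0.122 and 0.0509), and 0.857 for the third. The estimated correlation between targets was 0.15 without the block and 0.047 with it.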

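In LiCl the targets had an NES of -4.24 for WT against *hcm1-3N* (permutation p = 2e-04, the smallest possible, q = 4e-04) and of -4.02 with the replicate block, for a correlation of same-numbered libraries of 0.72. They were lower in WT in each of the 6 fits that left out one library, with NES from -4.79 to -1.93. The weighted running sum gave -1.84 (permutation p = 0.000724). Camera gave a mean log2 fold change relative to other genes of -0.11 with a p of 0.103 (limma adjusted p = 0.341) without the block, and a p of 0.0145 (adjusted p = 0.0509) with it.

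For WT against *hcm1-8E* in LiCl the NES was -1.61 (permutation p = 0.0396, q = 0.0475). With the replicate block it was -1.36 (permutation p = 0.119), for a correlation of same-numbered libraries of 0.75. Its sign depended on the setting, since the weighted running sum gave 1.66 (permutation p = 0.0632), and 2 of the 6 fits without one library gave a positive NES. Those fits had no replicate block, so a shift shared by same-numbered libraries was unbalanced between the strains in them. The camera difference was -0.042 with a p of 0.704 without the block and 0.494 with it.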

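When the mutants in LiCl were compared directly, the NES of the targets was 2.64 for *hcm1-3N* against *hcm1-8E* (permutation p = 0.000396, q = 0.000594) and 2.86 with the replicate block (permutation p = 2e-04, the smallest possible), where same-numbered libraries correlated at 0.65. It was positive in each of the 6 fits that left out one library, from 1.17 to 3.96, and had a permutation p-value under 0.05 in 5 of them. The weighted running sum gave 1.83 (permutation p = 0.000493). The targets' mean log2 fold change exceeded that of other genes by 0.072, with a camera p of 0.264 (limma adjusted p = 0.396), and with the block the camera p was 0.0842 (adjusted p = 0.126). Of the 96 targets, 58 were higher in *hcm1-3N*. The share of lower genes was 39.6% among targets and 55.2% among the other genes tested.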

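Whether a difference between strains itself changed with LiCl was tested as an interaction, the difference in LiCl minus that in control medium. The NES of the targets was 1.22 for WT against *hcm1-3N* (permutation p = 0.217), 2.35 for WT against *hcm1-8E* (permutation p = 0.000594) and 2.12 for *hcm1-3N* against *hcm1-8E* (permutation p = 0.00198). Adjusted over the 3 interactions, q was 0.217, 0.00178 and 0.00297. With the replicate block, over pairs whose lowest and highest correlation were 0.24 and 0.89, the NES were 1.27, 2.33 and 1.73 (permutation p = 0.182, 0.000594 and 0.0241). A positive value here means that the first strain gained target expression relative to the second on going from control medium to LiCl. The camera p of the same interactions was 0.808, 0.288 and 0.377 in limma without the block, and 0.713, 0.0990 and 0.162 with it. No single gene had an adjusted p-value under 0.05 for an interaction in edgeR's quasi-likelihood test, with 705, 643 and 561 genes at an unadjusted p-value under 0.05, whereas 40, 21 and 12 genes passed with the block.

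The paper's case also rests on calcineurin imaging, fitness assays and a reporter, none of which was re-analysed here. In the reporter, the activity of Hcm1-3N rose in LiCl, while that of the phosphomimetic proteins fell or stayed the same. For the sequenced genes, the paper reasons from the NES values of Fig 7D. Both mutants had higher target expression than WT in control medium, only *hcm1-3N* kept this increase in LiCl, and *hcm1-3N* exceeded *hcm1-8E* when the mutants were compared. Since *hcm1-3N* retains its regulated phosphorylation sites in the transactivation domain and *hcm1-8E* is fixed in the phosphomimetic state, the paper concludes that phosphorylation that can be added and removed raises target expression in stress, and proposes that this expression favours fitness.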

## Discussion

Immediately upon exposure to an environmental stressor, cells rewire many cellular pathways to promote stress resistance and long-term survival. A conserved feature of this acute response is the inactivation of cell cycle-regulatory TFs and downregulation of their target genes. Although cell cycle arrest is not required for the execution of the acute stress response [27], it is possible that arrest and/or downregulation of cell cycle-regulatory genes is important for adaptation and survival after cells resume proliferation in the new environment. In support of this possibility, we found that expression of the Hcm1-8E phosphomimetic mutant, which cannot be dephosphorylated and inactivated, reduces fitness in chronic LiCl stress (Fig 1D). However, several pieces of evidence argue that simple Hcm1 inactivation does not promote fitness in stress, but rather its activity must be toggled on and off to maximally activate target gene expression and ensure fitness. First, almost all Hcm1 phosphosite mutants that retain activity but have fixed phosphorylation states are less fit, relative to WT, in LiCl than control conditions (Fig 2C). This includes mutants that have WT-like activity, as well as those that have increased activity compared to WT. Second, TP motifs that function as Cks1 priming sites to promote phosphorylation by CDK are of greater importance in stress (Fig 5A), which suggests that increased CDK-dependent phosphorylation is required to counteract CN-dependent dephosphorylation. This is seen for T428 and T440, which are previously characterized Cks1 priming sites [20], as well as two putative Cks1 priming sites T479 and T486, which are of increased importance only in stress. Finally, cells expressing the Hcm1-3N protein, which has increased activity because it is stabilized but retains phosphorylation-dependent activation [20], promotes the highest level of target gene expression and confers a fitness advantage in LiCl stress (Figs 6E and 7D). 

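The mean log2 CPM of the 96 Hcm1 targets gives one value per library. It was 5.93 ± 0.040 (SD, n = 3) in WT, 6.05 ± 0.099 in *hcm1-3N* and 6.05 ± 0.055 in *hcm1-8E* in control medium, and 6.10 ± 0.091, 6.19 ± 0.13 and 6.12 ± 0.11 in LiCl. In log2 CPM, though not with the authors' TPM, the highest mean was that of *hcm1-3N* in LiCl. In an exact two-sided permutation test of 3 libraries against 3, which cannot go below p = 0.1, WT against *hcm1-3N* gave p = 0.1 in control medium and p = 0.4 in LiCl. The same exact test gave p = 0.1 and p = 0.7 for WT against *hcm1-8E*, and p = 1 and p = 0.5 for *hcm1-3N* against *hcm1-8E*. Replicate 1 had the highest score of its group in all 6 groups. Taken as pairs with the same replicate number, the score was lower in WT than in *hcm1-3N* in 3 of 3 pairs in both media, with differences of -0.15 to -0.043 in LiCl. It was higher in *hcm1-3N* than in *hcm1-8E* in 3 of 3 pairs in LiCl, with differences of 0.044 to 0.097. WT was lower than *hcm1-8E* in 3 of 3 pairs in control medium and in 2 of 3 in LiCl. With the authors' TPM in place of CPM, the Hcm1 target score difference, 3N vs 8E LiCl, changed from 0.070 in log2 CPM to -0.030 in log2 of TPM plus 1. By this TPM score, WT in LiCl was lower than *hcm1-8E* in each same-numbered pair (5.28, 5.12 and 5.19 against 5.40, 5.25 and 5.28). The TPM scores of *hcm1-3N* in LiCl were 5.49, 5.20 and 5.14, so not every pair kept its direction.

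**Figure D3:**
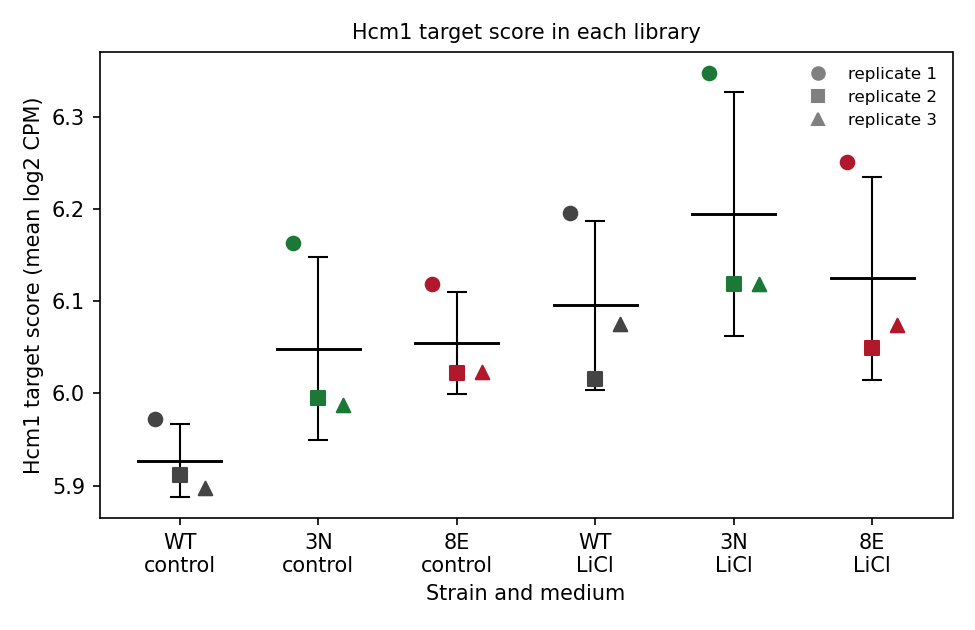
Mean log2 CPM of the 96 Hcm1 targets in each library, by strain and medium. Points are libraries, with a marker shape for each replicate number, and bars are the mean and SD of 3 replicates, with means from 5.93 in WT in control medium to 6.19 in *hcm1-3N* in LiCl.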

Together, these data demonstrate that Hcm1 activity is required for fitness in stress, and that the ability to add and remove phosphates is critical for maximal activity.

Dynamic regulation by phosphorylation is a recognized feature of many TFs, most notably TFs that respond to stress. In mammalian cells, pulsatile nuclear localization and activation of NFAT [28], p53 [29–31] and NFκB [32–35] lead to an altered transcriptional output in response to different signals. In budding yeast, at least ten TFs display pulsatile nuclear localization in response to specific cues, thereby increasing frequency of their activation [36]. In the case of the stress-activated TF Msn2, exposure to distinct stressors triggers either sustained or pulsatile Msn2 nuclear localization [37], resulting in expression of distinct groups of target genes belonging to different promoter classes [25,26]. Notably, the CN-regulated TF Crz1 also exhibits pulsative activation via regulation of its nuclear localization [23,24]. When cells are exposed to continuous extracellular CaCl_2_, the frequency of cytosolic Ca^2+^ pulses increases, and these are followed by pulses of CN activation. CN then dephosphorylates Crz1, leading to pulses of nuclear localization and target gene activation. Importantly, Hcm1 does not display pulses of nuclear localization [36], instead we propose that its activation is controlled by pulses of phosphorylation. Since Hcm1 is also a CN target, when cells are growing in LiCl stress pulses of CN activity are expected to dephosphorylate and inactive Hcm1, which is then countered by CDK-dependent phosphorylation, leading to restoration of Hcm1 activity. To our knowledge the only described mechanism of TF frequency modulation is through changing TF localization, therefore dynamic phosphorylation of a TAD represents a novel mechanism of controlling TF target gene expression in stress.

Dynamic phosphoregulation is likely to also control the activities of other CDK target proteins in stress. In addition to CN, which antagonizes CDK as well as other kinases [13], the cell cycle-regulatory phosphatase Cdc14 is activated during the stress response [38–40] and could regulate phosphorylation dynamics. Moreover, a recent phosphoproteomic study monitored proteome-wide phosphorylation after acute exposure to more than 100 stress conditions and found that ~20% of phosphorylated proteins, including Hcm1, show a change in phosphorylation after acute stress exposure [41]. Interestingly, the two Hcm1 phosphosites that changed most frequently in that study were T479 and T486, which our data suggests may be Cks1-dependent priming sites that are of increased importance in stress (Fig 5A). Notably, monitoring rapidly changing phosphorylation patterns on individual proteins is not technically feasible, therefore observations of pulsatile phosphorylation have largely been restricted to proteins where changes in phosphorylation are measured indirectly by a change in localization [36]. Here, we show that Phosphosite Scanning can be used to infer the importance of phosphorylation dynamics [20]. Screening mutants in which all sites are mutated to either non-phosphorylatable or phosphomimetic mutations reveals the importance of being able to add and remove phosphates. In addition, by screening mutants that combine phosphosite mutations and wild type sites, Phosphosite Scanning can reveal whether priming sites for the CDK accessory subunit Cks1 are important in stress, supporting the importance of dynamic phosphorylation. We anticipate that this approach will enable the investigation of phosphorylation dynamics of other proteins and reveal whether dynamic phosphorylation is a common mechanism that modulates protein function when cells are growing in stressful environments.

## Materials and Methods

### Yeast strains and plasmids

All cultures were grown in rich medium (YM-1) or synthetic media lacking uracil (C-Ura) with 2% dextrose or galactose. Cultures were grown at 30°C or 23°C, as indicated. A record of strains and plasmids used in this study can be found in S1 and S2 Tables, respectively. To construct the Hcm1 reporter strain, a synthetic DNA containing two copies of the previously characterized Hcm1 responsive element from the *WHI5* promoter [16] was cloned upstream of the minimal *GAL1* promoter and GFP. This sequence was integrated into a silent region on chromosome VI [42], and then introduced into an **hcm1*Δ* background by genetic cross.

### Co-culture competition assays

Pairwise competition assays were done as described in Conti et al. 2023 ([20] and S1A Fig). Strains in which the endogenous copy of *HCM1* is regulated by a galactose inducible promoter (*GAL1p-HCM1*) and expressing either WT or non-fluorescent GFP (GFP-Y66F) were transformed with low-copy plasmids expressing WT or mutant *HCM1* from the *HCM1* promoter. Initially, cultures were grown in synthetic media lacking uracil with 2% galactose to ensure expression of *HCM1*. Logarithmic phase cells were equally mixed by adding one optical density (OD600) of each strain to the same culture tube in a final volume of 10mL C-Ura with 2% galactose. To determine the starting abundance of each strain, 0.15 optical densities were collected from the co-culture tubes. Samples were pelleted by centrifugation, resuspended in 2mL sodium citrate buffer (50mM sodium citrate, 0.02% NaN_3_, pH 7.4) and stored at 4°C pending analysis by flow cytometry. To evaluate fitness in LiCl stress, co-cultures were diluted within a range of 0.005-0.04 optical densities (OD600) into synthetic media lacking uracil with 2% dextrose with or without 150mM LiCl after mixing at the start of the experiment. Cultures were then sampled and diluted every 24 hours for a total of 96 hours. Cultures reached saturation prior to dilution. At each timepoint, 0.15 optical densities were collected, pelleted, and resuspended in 2mL sodium citrate, and stored at 4°C until the conclusion of the experiment. Following the final timepoint, the percentage of GFP positive cells was quantified in each sample using a Guava EasyCyte HT flow cytometer and GuavaSoft software. 5000 cells were measured in all samples. Results were analyzed using FlowJo software. Averages of n = 3–13 biological replicates are shown; exact number is indicated in the figure legends. Selection coefficients for pairwise assays were calculated by calculating the slope of the best fit line of log2 fold change in mutant fraction over time, relative to WT in the same experiment. Control competitions were performed with WT (*HCM1*) cells expressing GFP or the non-fluorescent mutant GFP (GFP-Y66F). Expression of these markers had no effect on fitness (S1B and S1C Fig).

### Western blotting

Yeast culture amounting to one optical density (OD600) was collected, pelleted by centrifugation, and stored at -80°C prior to lysis. Cell pellets were lysed by incubation with cold TCA buffer (10mM Tris pH 8.0, 10% trichloroacetic acid, 25mM ammonium acetate, 1mM EDTA) on ice for 10 minutes. Lysates were mixed by vortexing and pelleted by centrifugation at 16,000xg for 10 minutes at 4°C. The supernatant was aspirated, and cell pellets were resuspended in 75μL resuspension solution (100mM Tris pH 11, 3% SDS). Lysates were incubated at 95°C for five minutes then allowed to cool to room temperature for five minutes. Lysates were clarified by centrifugation at 16,000xg for 30 seconds at room temperature. Supernatants were then collected, transferred to a new tube and 25μL 4X SDS-PAGE sample buffer (250mM Tris pH 6.8, 8% SDS, 40% glycerol, 20% β-mercaptoethanol) was added. The samples were incubated at 95°C for five minutes, then allowed to cool to room temperature and stored at -80°C.

For standard Western blots, resolving gels contain 10% acrylamide/bis solution 37.5:1, 0.375M Tris pH 8.8, 0.1% SDS, 0.1% ammonium persulfate (APS), 0.04% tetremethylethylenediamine (TEMED). Phos-tag gels contain 6% acrylamide/bis solution 29:1, 386mM Tris pH 8.8, 0.1% SDS, 0.2% APS, 25µM Phos-tag acrylamide (Wako), 50µM manganese chloride and 0.17% TEMED. All stacking gels contain 5% acrylamide/bis solution 37.5:1, 126mM Tris pH 6.8, 0.1% SDS, 0.1% APS and 0.1% TEMED. All SDS-PAGE gels were run in 1X running buffer (200mM glycine, 25mM Tris, 35mM SDS). Phos-tag gels were washed twice with 1X transfer buffer containing 10mM EDTA for 15 minutes (150mM glycine, 20mM Tris, 1.25mM SDS, 20% methanol) and once with 1X transfer buffer for 10 minutes on a shaking platform with gentle agitation. All gels were transferred to nitrocellulose in cold 1X transfer buffer at 0.45A for two hours. After transfer, nitrocellulose membranes were blocked in a 4% milk solution for 30 minutes.

Western blotting was performed with primary antibodies that recognize a V5 epitope tag (Invitrogen, 1:1000 dilution), PSTAIRE (P7962, Sigma, 1:10,000 dilution), G6PDH (A9521, Sigma, 1:10,000 dilution), and GFP (632381, Clontech, 1:1000). Primary antibody incubations were performed overnight at 4°C. Importantly, molecular weight makers are not shown with Phos-tag gels as they do not accurately reflect the molecular weight of proteins.

### Phosphosite scanning screens

Phosphosite scanning screens were carried out using pooled plasmid libraries that were previously constructed and characterized [20], and transformed into a *GAL1p-HCM1* strain. A plasmid expressing WT *HCM1* was added to all libraries for normalization. During transformation, cells were cultured in YM-1 containing 2% galactose to maintain expression of endogenous *HCM1.* Following transformation, cells were cultured overnight at 23°C in synthetic media lacking uracil (C-Ura) with 2% galactose. After approximately 16 hours, an aliquot of transformed cells was removed and plated on C-Ura to confirm a transformation efficiency of at least 10X library size. Remaining cells were washed with 15mL C-Ura with 2% galactose five times, resuspended in 50mL C-Ura with 2% galactose and allowed to grow to logarithmic phase for approximately 48 hours at 30°C. The starting population was sampled to determine the initial abundance of each mutant in the population prior to selection. Cell pellets amounting to 20 optical densities were harvested, frozen on dry ice, and stored at -80°C prior to preparation of sequencing libraries. To evaluate fitness in stress, cultures were then diluted into synthetic media lacking uracil with 2% dextrose with or without 150mM LiCl after sampling at time zero. For all timepoints after time zero, cells were diluted into a range of 0.08 and 0.1 optical densities in 10mL of the appropriate media. Cultures were sampled and diluted as above every 24 hours for a total of 72 hours.

### Illumina sequencing library preps

For analysis by sequencing, plasmids were recovered from the frozen samples using a YeaStar Genomic DNA Kit (Zymo Research). Mutant *hcm1* sequence was amplified by PCR (21 cycles) using plasmid specific primers and Phusion High-Fidelity DNA polymerase (New England Biolabs). DNA fragments were purified from a 1% agarose gel using a QIAquick Gel Extraction Kit (Qiagen). Barcoded TruSeq adapters were added to the mutant fragments by PCR (7 cycles) using primers specific to the *HCM1* region fused to either the TruSeq universal adapter or to a unique TruSeq indexed adapter. Sequences of oligonucleotides that were used in library construction can be found in S3 Table. Barcoded fragments were purified from a 1% agarose gel as described above. Pooled barcoded libraries were sequenced on a HiSeq4000 platform (Novogene) to obtain paired-end 150 base pair sequencing reads. All sequencing data is available from the NCBI Sequencing Read Archive under BioProject # PRJNA1117860.

### Phosphosite scanning data analysis

Abundance of *HCM1* alleles was quantified by counting all paired-end sequencing fragments that had an exact match to an expected sequence in both reads using a custom python script. Custom scripts used to generate count tables are available on GitHub (https://github.com/radio1988/mutcount2024/tree/main/AE_type) and Zenodo (https://zenodo.org/records/13144766). Selection coefficients were calculated as the slope of the log2 fraction of reads versus time for each mutant, normalized to the log2 fraction of reads versus time of WT. All selection coefficients for all screens can be found in S1 Dataset. Box and whisker plots were generated using GraphPad Prism software. In all box and whisker plots the black center line indicates the median selection coefficient, boxes indicate the 25^th^-75^th^ percentiles, black lines represent 1.5 interquartile range (IQR) of the 25^th^ and 75^th^ percentile, black circles represent outliers. Statistical analyses for all plots of Phosphosite Scanning data are included in S2 Dataset.

### CN activation in LiCl stress

To monitor calcineurin (CN) activation, we used a previously characterized fluorescent reporter (CNR-C), which is a fragment of Crz1 that lacks the DNA-binding domain fused to GFP [10]. CNR-C translocates to the nucleus upon CN activation. As a control, CNR-C was expressed in a strain lacking the CN regulatory subunit (**cnb1*Δ*). Cells were diluted at 8- and 16-hour timepoints to maintain logarithmic growth, in synthetic complete media supplemented with 2% dextrose and 0.15M LiCl. Dilutions were made to an OD600 of 0.08 and 0.008, respectively. At each timepoint, an OD600 of 0.1 was collected, centrifuged, and resuspended in a small volume of SC media for imaging.

Microscopy was performed using a Zeiss AxioObserver 7 microscope equipped with a Hamamatsu Orca Fusion-BT camera. Bright-field images were acquired at 30% intensity with a 40ms exposure, while GFP fluorescence images were captured at 30% intensity, with a 300ms exposure. All images were processed with identical exposure settings and uniform adjustments to brightness and contrast. Nuclear localization of CNR-C in S3B Fig was quantified by manual inspection using ImageJ. For each sample and timepoint, a minimum of 100 cells were scored for nuclear GFP signal.

### Time-lapse imaging of CN activity

Time-lapse imaging of CNR-C was performed using a Zeiss AxioObserver 7 microscope equipped with a Hamamatsu Orca Fusion-BT camera and a temperature-controlled chamber. Log-phase cells (OD600 = 0.4–0.8) were collected, centrifuged, and resuspended in synthetic complete media. Cells were then plated onto a Concanavalin A (ConA)-coated 96-well glass-bottom plate and incubated at 30°C for 1–2 hours prior to imaging. Images were acquired at 30°C at 30-second intervals over a 30-minute period following the addition of 150mM LiCl. For each replicate, three regions of interest were imaged. Bright-field images were captured at 30% intensity with a 40ms exposure, and GFP fluorescence images were acquired at 30% intensity, with a 300 ms exposure. All imaging parameters were kept consistent across samples.

Cell segmentation and tracking was performed using the Cell-ACDC software [43] and embedded YeaZ cell segmentation algorithm [44]. Automated segmentation and tracking results were manually corrected frame by frame to ensure accuracy. Segmentation data were analyzed in Jupyter Notebooks using custom Python scripts. A localization ratio was calculated for each cell at each timepoint using the following formula:

$$\text{Localization ratio }=\frac{\left(q95-𝐦𝐞𝐝𝐢𝐚𝐧\right)\;-\;(𝐦𝐞𝐝𝐢𝐚𝐧\;-\;q05)}{(q75-q25)\;}$$

where q05, q25, q75, and q95 represent the 5th, 25th, 75th, and 95th percentiles of GFP pixel intensity, respectively. This formula is derived from Bowley’s skewness [45] but is modified to measure tail asymmetry around the median. Positive values indicate the pixel distribution for a specific cell is skewed and has a long upper tail, consistent with nuclear localization of the reporter. The localization ratio is an effective proxy for nuclear signal.

### Hcm1 activity assays

Hcm1 activity was measured by expressing different Hcm1 proteins in an *hcm1*Δ reporter strain before or after exposure to stress. At the time of collection, strains were resuspended in sodium citrate buffer (50mM sodium citrate, 0.02% NaN_3_, pH 7.4) and GFP levels in each cell were quantified using a Guava EasyCyte HT flow cytometer and GuavaSoft software. 5000 cells were measured in all samples. Mean fluorescence activity (MFI) was calculated using FlowJo software. Additional aliquots of cells were saved for analysis of cell cycle position by measuring DNA content, and for analysis of Hcm1 and GFP levels by Western blot.

### RNA purification

Cells amounting to five optical densities were harvested, pelleted by centrifugation at 3000rpm for three minutes, and stored at -80°C. Cell pellets were then thawed on ice, resuspended in 400μL AE buffer (50mM sodium acetate pH 5.3, 10mM EDTA), and moved to room temperature. 40μL 10% SDS and 400μL AE equilibrated phenol was added to each sample and thoroughly mixed by vortexing for 30 seconds. Samples were heated to 65°C for eight minutes and frozen in a dry ice and ethanol bath for five minutes. Organic and aqueous layers were separated by centrifugation at max speed for eight minutes at room temperature. The aqueous layer was then transferred to a new tube. To remove any residual phenol, 500μL phenol:chloroform:isoamyl alcohol was added and thoroughly mixed by vortexing for 30 seconds. Samples were incubated at room temperature for five minutes and the aqueous and organic layers were separated by centrifugation at maximum speed for five minutes at room temperature. The aqueous layer was transferred to a new tube (~450μL) and the nucleic acids were precipitated by adding 40μL 3M NaOAc pH 5.2 and 1mL 100% ethanol. Samples were mixed by vortexing for 15 seconds and frozen in a dry ice and ethanol bath until completely frozen. Samples were then centrifuged at maximum speed for 10 minutes at 4°C. Supernatants were decanted and pellets washed with 80% ethanol and centrifuged at maximum speed for two minutes at 4°C. Supernatants were removed, pellets allowed to dry completely and resuspended in 50μL water. DNA was degraded by treatment with DNaseI. Samples were transferred to PCR strip tubes, 10μL 10X DNaseI buffer, 2μL DNaseI and 38μL water was added to each sample, and the samples were mixed by vortexing. Samples were incubated at 30°C for 30 minutes, then cooled to 4°C in a thermocycler. 1μL 0.5M EDTA was added to each sample and mixed. Samples were then heated to 75°C for 10 minutes and cooled to 4°C in a thermocycler. Purified RNA (100μL) was then transferred to a new tube and precipitated by adding 10μL sodium acetate pH 5.2 and 250μL 100% ethanol, and frozen in a dry ice and ethanol bath until completely frozen. RNA was then pelleted by centrifugation at maximum speed for 15 minutes at 4°C. Supernatants were decanted, the pellets washed with 80% ethanol, centrifuged at maximum speed for 2 minutes at 4°C. Supernatants were decanted and pellets allowed to air dry. Purified RNA was resuspended in water. Three biological replicates were performed. Library preparation and sequencing, including polyA mRNA selection, strand specific library preparation, and paired-end 100 base pair sequencing, were performed by Innomics/BGI Americas. All sequencing data is available in NCBI GEO and is accessible through GEO accession number GSE276435.

### RNAseq analysis

RNASeq analysis was performed with OneStopRNAseq [46]. Paired-end reads were aligned to Saccharomyces_cerevisiae.R64-1–1, with 2.7.7a [47], and annotated with Saccharomyces_cerevisiae.R64-1-1.90.gtf. Aligned exon fragments with mapping quality higher than 20 were counted toward gene expression with featureCounts [48]. Differential expression (DE) analysis was performed with DESeq2 [49]. Within DE analysis, ‘ashr’ was used to create log2 Fold Change (LFC) shrinkage [50] for all possible comparisons of WT and mutant strains, in both control and LiCl conditions. Significant DE genes (DEGs) were filtered with the criteria FDR < 0.05. Gene set enrichment analysis was performed for Hcm1 targets genes using GSEA [51] on the ranked LFC. LFC analyses and GSEA results are included in S3 Dataset.

### Analysis of cell cycle position by flow cytometry

To analyze DNA content by flow cytometry, cells amounting to 0.15 optical densities were collected, fixed in 70% ethanol and stored at 4°C. Cells were then pelleted by centrifugation at 3000 rpm for three minutes, resuspended in 1mL sodium citrate buffer (50mM sodium citrate, 0.02% NaN_3_, pH 7.4) and sonicated. Samples were then pelleted by centrifugation, resuspended in 1mL sodium citrate buffer containing 0.25mg/mL RNaseA, and incubated at 50°C for one hour. 12.5μL 10mg/mL Proteinase K was added to each tube and samples were incubated for an additional hour at 50°C. Following incubation, 1mL sodium citrate buffer containing 0.4μL Sytox green was added to each sample and samples were left at room temperature for 1 hour or 4°C overnight, protected from light, for staining. DNA content was analyzed on a Guava EasyCyte HT flow cytometer and GuavaSoft software. 5000 cells were measured in all samples. Results were analyzed using FlowJo software. Percent cell cycle progression was calculated using the following equation: % progression = ((H – 1C)/(2C-1C)) × 100, where H = histogram mean fluorescence intensity (MFI), 1C = MFI of 1C DNA content peak, and 2C = MFI of 2C DNA content peak.

## Supporting information

S1 Fig Controls for fitness experiments and Phosphosite Scanning. (A) Schematic of pairwise competitive fitness assays. (B-C) GFP markers do not influence fitness. WT (*HCM1*) strains expressing GFP (GFP+) or GFP-Y66F (GFP-) were co-cultured in control medium (B) or medium containing LiCl (C). Strains have equivalent fitness. (D-E) *HCM1* and *hcm1-8E* strains were grown in monoculture following the dilution protocol used for Phosphosite Scanning. (D) DNA content as measure by flow cytometry, which is used to infer cell cycle position. (E) Western blots showing Hcm1 expression levels. WT Hcm1 that is expressed from the genome under the control of the *GAL1* promoted was detected with HA-antibodies and was undetectable after 16 hours of growth in dextrose (dex). Plasmid expressed copies of Hcm1 are tagged with V5 and were expressed throughout the experiment. In control medium, levels of Hcm1 decrease at 24 and 48 hours when cells reach saturation but increase again as cells resume cycling. Hcm1-V5 expressed from the genomic locus is included for comparison, demonstrating that the plasmid expressed copy of Hcm1 is not overexpressed. PSTAIRE is shown as a loading control.
(TIFF)

S2 Fig Supporting data for Phosphosite Scanning screens. (A-C) Scatter plots comparing selection coefficients derived from Hcm1 Phosphosite Scanning screens carried out with dilutions every 12-hour time points, to maintain logarithmic growth, (from [20]) to those carried out with dilution every 24-hours. (A) shows screening of the Hcm1 A/E library, (B) shows screening of the Hcm1 WT/A library, (C) shows screening of the Hcm1 WT/E library. (D-F) Heat maps showing log2 fold change values of each mutant in Phosphosite Scanning screens performed in control medium or LiCl (L). Each row represents a mutant, shown is the log2 fold change of normalized read counts with respect to time zero for each mutant, all mutants have been normalized to WT. Blue indicates depletion, red indicates enrichment. Mutants are clustered by the number of phosphomimetic mutations and ranked by increasing log2 FC within each cluster in control conditions. Shown is an average of n = 4 biological replicates.
(TIFF)

S3 Fig Dynamics of CN activation by LiCl. (A) Representative image of cells expressing a GFP-tagged CN-reporter (CNR) that localizes to the nucleus upon CN activation. Cells are shown before and after treatment with 150mM LiCl for 3 minutes. Scale bar represents 10μm. (B) Active CN is detected in WT cells through 72 hours of LiCl treatment. WT (*CNB1*) and CN-mutant (*cnb1Δ*) cells expressing CNR were treated with 150mM LiCl and imaged. Shown is the percentage of cells with nuclear-localized reporter at the indicated time points. Data is an average of n = 3 experiments, error bars represent standard deviation. (C) Maximal CN activation peaks at approximately 5 minutes after LiCl addition. WT cells expressing the CN reporter were treated as in (A) and imaged at 30 second intervals for 30 minutes. Average localization ratio from n = 405 cells is shown, shaded area represents 95% confidence interval. (D) Representative traces of 4 cells from experiment in (C) showing short pulses of CN activation occur after the initial nuclear signal diminishes.
(TIFF)

S4 Fig Controls for Hcm1 reporter assays. (A) FACS plots showing the distribution of GFP expression levels in cells expressing the indicated Hcm1 mutants or an empty vector (EV), after 40 hours of growth in control medium or medium with LiCl. Shown is a representative experiment from one of n = 6 replicates included in Fig 7A. (B) Western blots showing expression of GFP, Hcm1 mutants, and G6PDH (loading control) from a representative experiment from one of n = 6 included in Fig 7A. (C) FACS analysis of mutants included in Fig 7A after 40 hours of growth in control of LiCl medium. Representative plots from one of n = 6 experiments are shown on the left. A graph of the average percentage of cells in S-phase from all replicates is shown at the right. Error bars represent standard deviation. Significance was calculated comparing the percent S-phase in cultures in control vs LiCl medium using two-way ANOVA with Šídák’s multiple comparisons test was used to test significance, *p < 0.01.
(TIFF)

S5 Fig Characterization of Hcm1 mutant strains growing in stress. (A) WT and Hcm1 mutant cells do not release synchronously from a G1 arrest after they have adapted to LiCl stress. Monocultures of WT cells, or cells with the indicated mutants integrated into the *HCM1* genomic locus, were grown in control medium or LiCl medium for 40 hours. Cells were then arrested in G1 with alpha-factor for 3 hours, released from the alpha-factor arrest, and cell cycle position was followed by flow cytometry. LiCl was kept in the medium in the indicated samples throughout the experiment. Representative plots for WT cells are shown on the left, quantitation of progression through the cell cycle is shown on the right. An average of n = 3 experiments is shown, and error bars represent standard deviations. Note that all strains growing in LiCl display a similar asynchronous release and are not significantly different from one another (as determined by two-way ANOVA with Geisser-Greenhouse correction and a Dunnett’s multiple comparisons test). (B) Representative FACS plots showing the DNA content of the indicated Hcm1 strains after 40 hours of growth in control or LiCl containing media (left) and percentage of S-phase cells (right). Percentage of S-phase cells is an average of n = 3 biological replicates, error bars represent standard deviations. One-way ANOVA with the Geisser-Greenhouse correction and Tukey’s multiple comparison test showed that none of the samples were significantly different from each other (ns).
(TIFF)

S1 Table Strain table. All *S. cerevisiae* strains are in the BY4741 background.
(PDF)

S2 Table Plasmid table. Hcm1 expression plasmids.
(PDF)

S3 Table Oligonucleotide table. Sequences of oligonucleotides used for Phosphosite Scanning sequencing library construction.
(PDF)

S1 Dataset Selection coefficient values for Phosphosite Scanning screens.

S2 Dataset Statistical analyses of Phosphosite Scanning Data.

S3 Dataset Analyses of RNAseq experiments.

S4 Dataset Data underlying graphs in the paper.

# Supplementary material for: Dynamic phosphorylation of Hcm1 promotes fitness in chronic stress
**Source:** PLoS Genet. 2025 Sep 15;21(9):e1011874. doi: 10.1371/journal.pgen.1011874
**Supplement:** S1 Table — All S. cerevisiae strains are in the BY4741 background.

**S1 Table. Strain table**

| <b>Strain name</b> | <b>Genotype</b>                                                                                                                           | <b>Figure</b>                 |
|--------------------|-------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------|
| YBL192             | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 HCM1-3V5-KanMX</i>                                                                                   | 1B                            |
| YMC50              | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 lys2Δ0 HIS3MX6-GAL1p-HCM1-3HA-KanMX ChrVIΔ181901-182001::Hyg-TEFp-GFP + pRS316-HCM1p-HCM1-3V5</i>            | 1C-D, 6C-G, 7D, S1D-E, S4, S5 |
| YMC55              | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 lys2Δ0 HIS3MX6-GAL1p-HCM1-3HA-KanMX ChrVIΔ181901-182001::Hyg-TEFp-GFP(Y66F) + pRS316-HCM1p-hcm1-8E-3V5</i>   | 1C-D, 5C, S1D-E, S5           |
| YMC9               | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 lys2Δ0 HIS3MX6-GAL1p-HCM1-3HA-KanMX</i>                                                                      | 2, 3, 4                       |
| YMC625             | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 lys2Δ0 ChrVIΔ181901-182002::Hyg-TEFp-GFP(Y66F) HIS3-GAL1p-HCM1-3HA-KanMx + pRS316-HCM1-3V5</i>               | 5B-D                          |
| YMC611             | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 lys2Δ0 HIS3-GAL1p-HCM1-3HA-KanMx ChrVIΔ181901-182001::HYG-TEFp-GFP + pRS316-hcm1-3S-3V5</i>                  | 5B-D                          |
| YMC53              | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 lys2Δ0 HIS3MX6-GAL1p-HCM1-3HA-KanMX ChrVIΔ181901-182001::Hyg-TEFp-GFP(Y66F) + pRS316-HCM1p-HCM1-3V5</i>      | 6C-E                          |
| YMC443             | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 lys2Δ0 HIS3MX6-GAL1p-HCM1-3HA-KanMX ChrVIΔ181901-182001::Hyg-TEFp-GFP + pRS316-HCM1p-hcm1-3N-3V5</i>         | 6C-E, 7D                      |
| YMC446             | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 lys2Δ0 HIS3MX6-GAL1p-HCM1-3HA-KanMX ChrVIΔ181901-182001::Hyg-TEFp-GFP(Y66F) + pRS316-HCM1p-hcm1-3N-3V5</i>   | 6C-G                          |
| YMC445             | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 lys2Δ0 HIS3MX6-GAL1p-HCM1-3HA-KanMX ChrVIΔ181901-182001::Hyg-TEFp-GFP + pRS316-HCM1p-hcm1-3N8E-3V5</i>       | 6C, 6F-G, 7D                  |
| YMC448             | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 lys2Δ0 HIS3MX6-GAL1p-HCM1-3HA-KanMX ChrVIΔ181901-182001::Hyg-TEFp-GFP(Y66F) + pRS316-HCM1p-hcm1-3N8E-3V5</i> | 6C, 6F-G                      |
| YMC52              | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 lys2Δ0 HIS3MX6-GAL1p-HCM1-3HA-KanMX ChrVIΔ181901-182001::Hyg-TEFp-GFP + pRS316-HCM1p-hcm1-8E-3V5</i>         | 7D, S5                        |
| YAR46              | <i>MATa ura3Δ0 his3Δ1 leu2Δ0 lysΔ0 hcm1Δ::KanMX ChrVIΔ181901-2001::HYG-Hcm2BS-GAL1p-GFP + pRS316</i>                                      | 6B, 7A-C, S4                  |
| YAR47              | <i>MATa ura3Δ0 his3Δ1 leu2Δ0 lysΔ0 hcm1Δ::KanMX ChrVIΔ181901-2001::HYG-Hcm2BS-GAL1p-GFP + pRS316-HCM1p-HCM1-3V5</i>                       | 6B, 7A-C, S4                  |
| YAR49              | <i>MATa ura3Δ0 his3Δ1 leu2Δ0 lysΔ0 hcm1Δ::KanMX ChrVIΔ181901-2001::HYG-Hcm2BS-GAL1p-GFP + pRS316-HCM1p-hcm1-8E-3V5</i>                    | 6B, 7A-C, S4                  |
| YAR50              | <i>MATa ura3Δ0 his3Δ1 leu2Δ0 lysΔ0 hcm1Δ::KanMX ChrVIΔ181901-2001::HYG-Hcm2BS-GAL1p-GFP + pRS316-HCM1p-hcm1-3N-3V5</i>                    | 6B, 7A-C, S4                  |
| YAR51              | <i>MATa ura3Δ0 his3Δ1 leu2Δ0 lysΔ0 hcm1Δ::KanMX ChrVIΔ181901-2001::HYG-Hcm2BS-GAL1p-GFP + pRS316-HCM1p-hcm1-3N8E-3V5</i>                  | 6B, 7A-C, S4                  |
| YMF448             | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 ChrVI181901-182001::NAT-TEFp-Crz114-424-GFP-HIS3Mx</i>                                               | S3                            |
| YMF449             | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 cnb1Δ::KanMx ChrVI181901-182001::NAT-TEFp-Crz114-424-GFP-HIS3Mx</i>                                  | S3                            |

# Supplementary material for: Dynamic phosphorylation of Hcm1 promotes fitness in chronic stress
**Source:** PLoS Genet. 2025 Sep 15;21(9):e1011874. doi: 10.1371/journal.pgen.1011874
**Supplement:** S2 Table — Hcm1 expression plasmids.

**S2 Table. Plasmid table**

| <b>Plasmid name</b>  | <b>Description</b>                     |
|----------------------|----------------------------------------|
| pRS316-HCM1-3V5      | <i>HCM1p-HCM1-3V5</i> , CEN, URA3      |
| pRS316-hcm1-8E-3V5   | <i>HCM1p-hcm1-8E-3V5</i> , CEN, URA3   |
| pRS316-hcm1-3N-3V5   | <i>HCM1p-hcm1-3N-3V5</i> , CEN, URA3   |
| pRS316-hcm1-3N8E-3V5 | <i>HCM1p-hcm1-3N8E-3V5</i> , CEN, URA3 |
| pRS316-hcm1-A/E-3V5  | <i>HCM1p-hcm1-A/E-3V5</i> , CEN, URA3  |
| pRS316-hcm1-WT/A-3V5 | <i>HCM1p-hcm1-WT/A</i> , CEN, URA3     |
| pRS316-hcm1-WT/E-3V5 | <i>HCM1p-hcm1-WT/E</i> , CEN, URA3     |
| pRS316-hcm1-3S-3V5   | <i>HCM1p-hcm1-3S-3V5</i> , CEN, URA3   |

# Supplementary material for: Dynamic phosphorylation of Hcm1 promotes fitness in chronic stress
**Source:** PLoS Genet. 2025 Sep 15;21(9):e1011874. doi: 10.1371/journal.pgen.1011874
**Supplement:** S3 Table — Sequences of oligonucleotides used for Phosphosite Scanning sequencing library construction.

**S3 Table. Oligonucleotide table**

| Name | TruSeq index number | TruSeq index sequence | Orientation | Sequence                                                                                   |
|------|---------------------|-----------------------|-------------|--------------------------------------------------------------------------------------------|
| MC71 | Universal           | N/A                   | FWD         | AATGATACGGCGACCACCGAGATCTACACT<br>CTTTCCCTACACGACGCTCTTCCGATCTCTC<br>ATGGTTCGGACTTACTT     |
| MC72 | 1                   | ATCACG                | REV         | CAAGCAGAAGACGGCATACGAGATCGTGAT<br>GTGACTGGAGTTCAGACGTGTGCTCTTCCG<br>ATCTGGGTGCAGAGGACTTTCT |
| MC73 | 2                   | CGATGT                | REV         | CAAGCAGAAGACGGCATACGAGATACATCG<br>GTGACTGGAGTTCAGACGTGTGCTCTTCCG<br>ATCTGGGTGCAGAGGACTTTCT |
| MC80 | 3                   | TTAGGC                | REV         | CAAGCAGAAGACGGCATACGAGATGCCTAA<br>GTGACTGGAGTTCAGACGTGTGCTCTTCCG<br>ATCTGGGTGCAGAGGACTTTCT |
| MC81 | 4                   | TGACCA                | REV         | CAAGCAGAAGACGGCATACGAGATTGGTCA<br>GTGACTGGAGTTCAGACGTGTGCTCTTCCG<br>ATCTGGGTGCAGAGGACTTTCT |
| MC82 | 5                   | ACAGTG                | REV         | CAAGCAGAAGACGGCATACGAGATCACTGT<br>GTGACTGGAGTTCAGACGTGTGCTCTTCCG<br>ATCTGGGTGCAGAGGACTTTCT |
| MC83 | 6                   | GCCAAT                | REV         | CAAGCAGAAGACGGCATACGAGATATTGGC<br>GTGACTGGAGTTCAGACGTGTGCTCTTCCG<br>ATCTGGGTGCAGAGGACTTTCT |
| MC84 | 7                   | CAGATC                | REV         | CAAGCAGAAGACGGCATACGAGATGATCTG<br>GTGACTGGAGTTCAGACGTGTGCTCTTCCG<br>ATCTGGGTGCAGAGGACTTTCT |
| MC85 | 8                   | ACTTGA                | REV         | CAAGCAGAAGACGGCATACGAGATTCAAGT<br>GTGACTGGAGTTCAGACGTGTGCTCTTCCG<br>ATCTGGGTGCAGAGGACTTTCT |
| MC86 | 9                   | GATCAG                | REV         | CAAGCAGAAGACGGCATACGAGATCTGATC<br>GTGACTGGAGTTCAGACGTGTGCTCTTCCG<br>ATCTGGGTGCAGAGGACTTTCT |
| MC87 | 10                  | TAGCTT                | REV         | CAAGCAGAAGACGGCATACGAGATAAGCTA<br>GTGACTGGAGTTCAGACGTGTGCTCTTCCG<br>ATCTGGGTGCAGAGGACTTTCT |
| MC88 | 11                  | GGCTAC                | REV         | CAAGCAGAAGACGGCATACGAGATGTAGCC<br>GTGACTGGAGTTCAGACGTGTGCTCTTCCG<br>ATCTGGGTGCAGAGGACTTTCT |
| MC89 | 12                  | CTTGTA                | REV         | CAAGCAGAAGACGGCATACGAGATTACAAG<br>GTGACTGGAGTTCAGACGTGTGCTCTTCCG<br>ATCTGGGTGCAGAGGACTTTCT |
| MC90 | 14                  | AGTTCC                | REV         | CAAGCAGAAGACGGCATACGAGATGGAAC<br>GTGACTGGAGTTCAGACGTGTGCTCTTCCG<br>ATCTGGGTGCAGAGGACTTTCT  |
| MC91 | 15                  | ATGTCA                | REV         | CAAGCAGAAGACGGCATACGAGATTGACAT<br>GTGACTGGAGTTCAGACGTGTGCTCTTCCG<br>ATCTGGGTGCAGAGGACTTTCT |
| MC92 | 16                  | CCGTCC                | REV         | CAAGCAGAAGACGGCATACGAGATGGACG<br>GGTGAAGTTCAGACGTGTGCTCTTCC<br>GATCTGGGTGCAGAGGACTTTCT     |

|              |     |        |     |                                                                                             |
|--------------|-----|--------|-----|---------------------------------------------------------------------------------------------|
| MC93         | 19  | GTGAAA | REV | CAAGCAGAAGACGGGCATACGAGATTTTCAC<br>GTGACTGGAGTTCAGACGTGTGCTCTTCCG<br>ATCTGGGTGCAGAGGACTTTCT |
| MC94         | 20  | GTGGCC | REV | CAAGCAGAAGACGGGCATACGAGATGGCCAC<br>GTGACTGGAGTTCAGACGTGTGCTCTTCCG<br>ATCTGGGTGCAGAGGACTTTCT |
| MC95         | 21  | GTTTCG | REV | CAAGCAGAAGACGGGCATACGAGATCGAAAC<br>GTGACTGGAGTTCAGACGTGTGCTCTTCCG<br>ATCTGGGTGCAGAGGACTTTCT |
| MC96         | 22  | CGTACG | REV | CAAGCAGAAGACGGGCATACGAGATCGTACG<br>GTGACTGGAGTTCAGACGTGTGCTCTTCCG<br>ATCTGGGTGCAGAGGACTTTCT |
| MC97         | 23  | GAGTGG | REV | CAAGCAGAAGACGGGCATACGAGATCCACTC<br>GTGACTGGAGTTCAGACGTGTGCTCTTCCG<br>ATCTGGGTGCAGAGGACTTTCT |
| MC98         | 25  | ACTGAT | REV | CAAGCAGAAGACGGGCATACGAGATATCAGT<br>GTGACTGGAGTTCAGACGTGTGCTCTTCCG<br>ATCTGGGTGCAGAGGACTTTCT |
| MC99         | 27  | ATTCCT | REV | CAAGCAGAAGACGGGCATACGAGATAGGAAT<br>GTGACTGGAGTTCAGACGTGTGCTCTTCCG<br>ATCTGGGTGCAGAGGACTTTCT |
| MC112        | 13  | AGTCAA | REV | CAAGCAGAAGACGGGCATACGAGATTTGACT<br>GTGACTGGAGTTCAGACGTGTGCTCTTCCG<br>ATCTGGGTGCAGAGGACTTTCT |
| MC113        | 18  | GTCCGC | REV | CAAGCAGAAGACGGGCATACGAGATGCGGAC<br>GTGACTGGAGTTCAGACGTGTGCTCTTCCG<br>ATCTGGGTGCAGAGGACTTTCT |
| MC114        | 17  | GTAGAG | REV | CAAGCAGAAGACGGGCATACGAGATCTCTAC<br>GTGACTGGAGTTCAGACGTGTGCTCTTCCG<br>ATCTGGGTGCAGAGGACTTTCT |
| MC155        | 28  | CAAAAG | REV | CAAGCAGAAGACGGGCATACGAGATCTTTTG<br>GTGACTGGAGTTCAGACGTGTGCTCTTCCG<br>ATCTGGGTGCAGAGGACTTTCT |
| MC156        | 29  | CAACTA | REV | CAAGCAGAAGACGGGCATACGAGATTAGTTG<br>GTGACTGGAGTTCAGACGTGTGCTCTTCCG<br>ATCTGGGTGCAGAGGACTTTCT |
| MC157        | 30  | CACCGG | REV | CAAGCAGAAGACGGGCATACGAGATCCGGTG<br>GTGACTGGAGTTCAGACGTGTGCTCTTCCG<br>ATCTGGGTGCAGAGGACTTTCT |
| HCM1-<br>PMF | N/A | N/A    | FWD | CCTTCCTCTCATGGTTCGGA                                                                        |
| MC70         | N/A | N/A    | REV | CAAGGGATTGGGGATTCCAT                                                                        |

How the deposited data were processed for this re-analysis (not part of the article)

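Polyadenylated RNA from 18 cultures of haploid yeast was measured, 3 replicates each of WT, *hcm1-3N* and *hcm1-8E* in control medium and in 150 mM LiCl for 40 hours. The authors aligned paired-end reads to the R64-1-1 genome with a version 2.7.7a aligner and counted exon fragments with a mapping quality above 20 per gene with featureCounts, and the deposited counts are whole numbers without normalization. The authors' TPM divide these counts by gene length and scale each library to 1000000, over 6754 genes with at least 10 counts over all libraries. The count table holds 7126 genes, 197 of them without a count in any library.

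Group means were fitted to all 18 libraries with edgeR 4.0.16 in R 4.3.3, with TMM normalization, the filterByExpr filter by group and the robust quasi-likelihood test, and genes with a Benjamini-Hochberg adjusted p-value under 0.05 were counted, with no minimum fold change. Log2 CPM used a prior count of 2. Genes were ranked by the log2 fold changes of DESeq2 1.42.0 shrunk with ashr 2.2.63, and the NES came from an unweighted running sum and 10000 random gene sets of the same size, two-sided, with a threshold of 0.05 on the nominal p-value. Camera of limma 3.58.1 was run on voom values with the inter-gene correlation estimated, two-sided. The set of 96 targets was the list of S3 Dataset, completed with 1 symbol found only in its ranked lists. The target score of a library was the mean log2 CPM of the targets, compared by an exact two-sided permutation test. Similar sequences were searched with blastn 2.17.0 at 95% identity over at least 100 bases. Gene positions follow R64. Gene length and GC content were taken for 5741 genes (92.0% of those tested). Random sets matched on expression were drawn within 20 bins. Library totals ranged from 18816441 to 21851012 counts, and a library with 3 counts or fewer of a gene was taken to be at the floor.

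Comparisons were the 6 of the paper, LiCl against control within each strain, and the 3 interactions of strain and LiCl. Libraries with the same replicate number were taken as pairs in the alternative with a replicate block, in the directions of pairs, in the splits of the libraries and in the correlations of same-numbered libraries, and the other fits took all libraries as independent. The pairing comes from the replicate numbers of the samples, and the paper does not say that same-numbered cultures were grown together. The alternatives were other normalizations, filters, tests, rankings, gene sets and adjustments, a replicate block, and leaving out each library in turn. The fits that left out a library had no replicate block. In them a shift shared by same-numbered libraries was unbalanced between groups, so their spread includes it. Named genes were *HCM1*, *WHI5*, the markers *HIS3*, *LEU2*, *URA3*, *LYS2* and *MET17*, and *GAL1*, *GAL7* and *GAL10*, and for each comparison the 3 targets and the 3 genes of the genome with the largest log2 fold change among those past the threshold whose groups do not overlap in CPM, the last condition not required for interactions. Which of the fixed genes are given as fold changes was decided after their values were seen, by an adjusted p-value under 0.05, with *HCM1* in all comparisons of groups and *GAL1* where its shut-off was tested.

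Recovery was tested on simulated data with 200 genes changed by at least 1 on the log2 scale. Most differences between strains here were smaller, and recovery at such sizes was not measured. edgeR called 165 (82.5%) of them, with 14 false calls, where replicates had no shared effect. With replicate 1 shifted, it called 112 (56%) without the replicate block and 162 (81%) with it. A strain with both sets of substitutions was not analysed here, and no column of the tables was left out.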

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

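The tests with random sets matched on expression and with camera for the interactions, the tests on *HCM1*, *URA3* and *GAL1*, the tests with size factors and with the replicate block, and the counts of other splits were chosen as tests of an explanation only after the result was seen, although matched sets, size factors and the block had been set as alternatives before the data were examined. The tests of gene length and GC content and of the histidine and sulfur pathways were set before theirs was seen, although those pathway lists were written after some of their members had been seen, and those members were left out.

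The difference between strains in target expression itself changed with LiCl in the NES of the interaction of WT and *hcm1-8E*, 2.35, and of the interaction of *hcm1-3N* and *hcm1-8E*, 2.12. Random sets matched on mean expression gave permutation p-values of 0.000512 and 0.00291. Without the 10 targets of highest mean expression the NES were 1.54 and 1.96 (permutation p of 0.0597 and 0.00674), so the first no longer passed, and no removal of other targets was run beside it. Camera, which allows for correlated genes in few libraries, gave p-values of 0.288 and 0.377 without the replicate block and 0.0990 and 0.162 with it, and this explanation remains. The NES passed in 12 and 10 of the 12 fits without 1 library. Of the 4 splits that part every same-numbered pair, the real one included, an NES as large arose in 2 and 2, a mean log2 fold change as large as 0.082 and 0.10 in 1 and 1, and as many genes and targets, 0 in each, in 4 and 4, with 643 and 561 genes at an unadjusted p-value under 0.05. With 0 genes in the real split every split has as many, and a share of 4 splits cannot go below 0.25, so these numbers do not decide whether the libraries fell into groups by chance.

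The paper reports the effect of LiCl on a reporter and not on the sequenced genes. Between LiCl and control medium, 1897 genes in WT, 645 in *hcm1-3N* and 1842 in *hcm1-8E* passed, a signal in a comparison the paper did not make. DESeq2's size factors gave 1907, 621 and 1843 genes and the replicate block 3056, 2375 and 3004, so the choice of size factors does not remove it. Each replicate number occurs once in each medium, so a shift shared by same-numbered libraries is balanced between the media. Across genes, which are not independent replicates, Spearman's rho of the log2 fold change was 0.0287, -0.00713 and 0.0227 with gene length and -0.18, -0.24 and -0.16 with GC content, in WT, *hcm1-3N* and *hcm1-8E*. As many genes arose in 1, 1 and 1 of the 4 splits, where the 3 other splits gave 0 genes in each strain (35 to 445 at an unadjusted p-value under 0.05), and as many targets in 1, 1 and 1, while an NES as large arose in 2, 2 and 4 and a mean log2 fold change as large in 1, 1 and 4. A share of 4 splits cannot go below 0.25, so the splits alone could not exclude chance for any result, and a response to LiCl is the candidate explanation that remains for the gene counts.

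*HCM1* and the plasmid marker differed between strains in LiCl, in data the paper does not analyse. The log2 fold change of *HCM1* was 0.67 for WT over *hcm1-3N*, 1.45 for WT over *hcm1-8E* and 0.77 for *hcm1-3N* over *hcm1-8E*. That of *URA3* was 1.28 for WT over *hcm1-8E* and 0.81 for *hcm1-3N* over *hcm1-8E*. For WT over *hcm1-8E*, the log2 fold change of *URA3* of 1.28 leaves a difference in plasmid level as a candidate explanation. The ratio of *HCM1* to *URA3* in LiCl was 0.302 ± 0.0207 (SD, n = 3) in WT, 0.271 ± 0.0719 in *hcm1-3N* and 0.273 ± 0.0419 in *hcm1-8E*. The libraries of the strains overlapped in this ratio, so most of the *HCM1* difference went with the marker. With DESeq2's size factors the adjusted p of *HCM1* was 0.000475. The log2 fold change of HCM1 in WT vs 8E LiCl had adjusted p-values from 6.88e-17 to 0.496 over all alternatives, the highest of these with only the libraries of the comparison. *HCM1* was higher in WT in 3 of 3 same-numbered pairs and had an adjusted p of 6.19e-05 in edgeR with the replicate block, which takes out a shift shared by same-numbered libraries. *GAL1*, a gene of the same kind of promoter as the genomic copy, had an adjusted p of 0.999, so a difference in shut-off was not seen. No biological explanation was tested for the plasmid.

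*HIS3* had a log2 fold change of 1.22 for WT over *hcm1-3N* in control medium, 0.65 in LiCl, and -0.72 for *hcm1-3N* over *hcm1-8E* in LiCl. The 6 other histidine genes moved with it between WT and *hcm1-3N* in control medium, by 0.57 relative to other genes, with a camera p of 0.00246 in limma (adjusted p of 0.00984 over 12 comparisons, and 0.0514 with the replicate block). The adjusted p of *HIS3* was 0.000769 with DESeq2's size factors, and the log2 fold change of HIS3 in WT vs 3N control had adjusted p-values from 1.39e-15 to 0.00684 over all alternatives. *MET17* had a log2 fold change of 0.61 for WT over *hcm1-3N* in control medium and -0.75 for *hcm1-3N* over *hcm1-8E* in LiCl. The 15 other sulfur genes gave a camera p of 0.0346 in limma for *hcm1-3N* against *hcm1-8E* in LiCl, with a mean difference of -0.42, which fails the adjustment over 12 comparisons (adjusted p of 0.138). A shared change of the histidine pathway remains a candidate explanation for *HIS3*, and none was supported after adjustment for *MET17*, whose counts may include *YLR302C* on the other strand.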

How the results depend on the processing

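The fits with DESeq2's Wald test and the replicate block together, the rankings of genes with at least 10 counts in total, and the score with each library left out were chosen only after the data were seen, and all other alternatives were set before the data were examined. The NES of the Hcm1 targets kept its direction and its side of the threshold in 125 of 132 values under alternatives other than leaving out a library, with 6 weaker and 1 reversed. The mean log2 fold change of the targets against other genes did so in 25 of 36, with 10 stronger and 1 reversed. The counts of genes stayed within 1.5 times the reported count in 38 of 81 values and the counts of targets in 58 of 93. The cause was not tested for any of the changes below.

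With the replicate block, the genes past the threshold numbered 1403 for WT against *hcm1-3N* in control medium, 99 for WT against *hcm1-8E* in control medium, 233 for *hcm1-3N* against *hcm1-8E* in control medium, 190 for WT against *hcm1-3N* in LiCl, 19 for WT against *hcm1-8E* in LiCl, 530 for *hcm1-3N* against *hcm1-8E* in LiCl, 3056 for LiCl against control in WT, 2375 for LiCl against control in *hcm1-3N*, 3004 for LiCl against control in *hcm1-8E*, 40 for the interaction of WT and *hcm1-3N*, 21 for the interaction of WT and *hcm1-8E* and 12 for the interaction of *hcm1-3N* and *hcm1-8E*. The targets past it numbered 26 for WT against *hcm1-3N* in control medium, 10 for WT against *hcm1-8E* in control medium, 4 for *hcm1-3N* against *hcm1-8E* in control medium, 3 for WT against *hcm1-3N* in LiCl, 40 for LiCl against control in *hcm1-3N*, 1 for the interaction of WT and *hcm1-3N* and 2 for the interaction of WT and *hcm1-8E*. With DESeq2's Wald test, the genes numbered 836 for WT against *hcm1-3N* in control medium, 159 for WT against *hcm1-8E* in control medium, 124 for *hcm1-3N* against *hcm1-8E* in control medium, 159 for WT against *hcm1-3N* in LiCl, 15 for WT against *hcm1-8E* in LiCl, 361 for *hcm1-3N* against *hcm1-8E* in LiCl, 1180 for LiCl against control in *hcm1-3N*, 130 for the interaction of WT and *hcm1-3N*, 85 for the interaction of WT and *hcm1-8E* and 45 for the interaction of *hcm1-3N* and *hcm1-8E*, and the targets 8 for WT against *hcm1-8E* in control medium, 2 for *hcm1-3N* against *hcm1-8E* in control medium, 3 for WT against *hcm1-3N* in LiCl, 1 for WT against *hcm1-8E* in LiCl, 19 for LiCl against control in *hcm1-3N*, 5 for the interaction of WT and *hcm1-3N*, 5 for the interaction of WT and *hcm1-8E* and 2 for the interaction of *hcm1-3N* and *hcm1-8E*. With DESeq2's Wald test and the replicate block together, the genes numbered 1511 for WT against *hcm1-3N* in control medium, 401 for WT against *hcm1-8E* in control medium, 448 for *hcm1-3N* against *hcm1-8E* in control medium, 296 for WT against *hcm1-3N* in LiCl, 67 for WT against *hcm1-8E* in LiCl, 672 for *hcm1-3N* against *hcm1-8E* in LiCl, 3097 for LiCl against control in WT, 2441 for LiCl against control in *hcm1-3N*, 3088 for LiCl against control in *hcm1-8E*, 294 for the interaction of WT and *hcm1-3N*, 224 for the interaction of WT and *hcm1-8E* and 182 for the interaction of *hcm1-3N* and *hcm1-8E*. Under the same setting, the targets numbered 28 for WT against *hcm1-3N* in control medium, 17 for WT against *hcm1-8E* in control medium, 8 for *hcm1-3N* against *hcm1-8E* in control medium, 7 for WT against *hcm1-3N* in LiCl, 1 for WT against *hcm1-8E* in LiCl, 10 for *hcm1-3N* against *hcm1-8E* in LiCl, 42 for LiCl against control in *hcm1-3N*, 10 for the interaction of WT and *hcm1-3N*, 9 for the interaction of WT and *hcm1-8E* and 4 for the interaction of *hcm1-3N* and *hcm1-8E*.

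With only the libraries of the comparison in the fit, the genes past the threshold numbered 1 for WT against *hcm1-8E* in control medium, 0 for *hcm1-3N* against *hcm1-8E* in control medium (1256 at an unadjusted p-value under 0.05), 0 for WT against *hcm1-3N* in LiCl (347 at an unadjusted p-value under 0.05), 0 for WT against *hcm1-8E* in LiCl (159 at an unadjusted p-value under 0.05), 0 for *hcm1-3N* against *hcm1-8E* in LiCl (425 at an unadjusted p-value under 0.05), 19 for LiCl against control in *hcm1-3N* and 1146 for LiCl against control in *hcm1-8E*, and the targets 0 for WT against *hcm1-8E* in control medium (28 at an unadjusted p-value under 0.05), 0 for WT against *hcm1-3N* in LiCl (5 at an unadjusted p-value under 0.05), 0 for *hcm1-3N* against *hcm1-8E* in LiCl (7 at an unadjusted p-value under 0.05) and 0 for LiCl against control in *hcm1-3N* (24 at an unadjusted p-value under 0.05). With DESeq2's size factors in edgeR, and likewise with at least 10 counts in every library, 1 gene, which was 1 target, passed for the interaction of WT and *hcm1-8E*. With the adjustment made over the target list alone, the targets numbered 10 for WT against *hcm1-8E* in control medium, 2 for *hcm1-3N* against *hcm1-8E* in control medium, 4 for the interaction of WT and *hcm1-8E* and 2 for the interaction of *hcm1-3N* and *hcm1-8E*.

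The NES of WT against *hcm1-8E* in LiCl had a permutation p-value above 0.05 with log2 fold changes without shrinkage (-1.16), with edgeR's log2 fold changes (-1.14), with named genes of at least 10 counts in every library (-1.53), with the replicate block (-1.36), and with the block on named genes of at least 10 counts in total (-1.33). It reversed with the weighted running sum, to 1.66. The NES of the interaction of WT and *hcm1-8E* no longer passed without the 10 targets of highest mean expression, at 1.54. With the inter-gene correlation preset to 0.01 in camera, the mean log2 fold change of the targets against other genes had a p-value under 0.05 for WT against *hcm1-3N* in control medium (-0.092), WT against *hcm1-8E* in control medium (-0.12), WT against *hcm1-3N* in LiCl (-0.11), *hcm1-3N* against *hcm1-8E* in LiCl (0.072), LiCl against control in WT (0.12), LiCl against control in *hcm1-3N* (0.14), the interaction of WT and *hcm1-8E* (0.082) and the interaction of *hcm1-3N* and *hcm1-8E* (0.10). With the replicate block it did so for WT against *hcm1-8E* in control medium (-0.13) and WT against *hcm1-3N* in LiCl (-0.12). It reversed for the interaction of WT and *hcm1-3N* with at least 10 counts in every library, to 0.0027. The Hcm1 target score difference, 3N vs 8E LiCl, moved by more than the replicate SD with the authors' TPM, to -0.030.

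Across the fits that each left out 1 library, the genes past the threshold ranged from 166 to 306 for WT against *hcm1-3N* in control medium, from 0 to 1 for WT against *hcm1-8E* in control medium, from 0 to 3 for *hcm1-3N* against *hcm1-8E* in control medium, from 3 to 34 for WT against *hcm1-3N* in LiCl, from 1 to 9 for WT against *hcm1-8E* in LiCl, from 88 to 330 for *hcm1-3N* against *hcm1-8E* in LiCl, from 1234 to 1809 for LiCl against control in WT, from 152 to 1262 for LiCl against control in *hcm1-3N*, from 1065 to 1600 for LiCl against control in *hcm1-8E*, from 0 to 2 for the interaction of WT and *hcm1-3N*, from 0 to 10 for the interaction of WT and *hcm1-8E* and from 0 to 64 for the interaction of *hcm1-3N* and *hcm1-8E*. The targets past it ranged from 8 to 11 for WT against *hcm1-3N* in control medium, over no value but 0 for WT against *hcm1-8E* in control medium, over no value but 0 for *hcm1-3N* against *hcm1-8E* in control medium, from 0 to 1 for WT against *hcm1-3N* in LiCl, over no value but 0 for WT against *hcm1-8E* in LiCl, from 0 to 4 for *hcm1-3N* against *hcm1-8E* in LiCl, from 23 to 34 for LiCl against control in WT, from 1 to 30 for LiCl against control in *hcm1-3N*, from 22 to 30 for LiCl against control in *hcm1-8E*, over no value but 0 for the interaction of WT and *hcm1-3N*, from 0 to 1 for the interaction of WT and *hcm1-8E* and from 0 to 1 for the interaction of *hcm1-3N* and *hcm1-8E*.

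The NES across these fits ranged from -3.14 to -1.91 for WT against *hcm1-3N* in control medium, from -3.29 to -2.86 for WT against *hcm1-8E* in control medium, from -0.89 to 1.75 for *hcm1-3N* against *hcm1-8E* in control medium, from -4.79 to -1.93 for WT against *hcm1-3N* in LiCl, from -2.11 to 1.13 for WT against *hcm1-8E* in LiCl, from 1.17 to 3.96 for *hcm1-3N* against *hcm1-8E* in LiCl, from 1.90 to 2.31 for LiCl against control in WT, from 1.80 to 2.55 for LiCl against control in *hcm1-3N*, from -0.85 to 1.38 for LiCl against control in *hcm1-8E*, from -1.01 to 2.51 for the interaction of WT and *hcm1-3N*, from 2.03 to 2.58 for the interaction of WT and *hcm1-8E* and from 1.29 to 2.69 for the interaction of *hcm1-3N* and *hcm1-8E*. The mean log2 fold change of the targets against other genes ranged from -0.12 to -0.037 for WT against *hcm1-3N* in control medium, from -0.14 to -0.087 for WT against *hcm1-8E* in control medium, from -0.088 to 0.0016 for *hcm1-3N* against *hcm1-8E* in control medium, from -0.19 to -0.016 for WT against *hcm1-3N* in LiCl, from -0.12 to 0.042 for WT against *hcm1-8E* in LiCl, from -0.029 to 0.16 for *hcm1-3N* against *hcm1-8E* in LiCl, from 0.034 to 0.17 for LiCl against control in WT, from 0.038 to 0.19 for LiCl against control in *hcm1-3N*, from -0.055 to 0.080 for LiCl against control in *hcm1-8E*, from -0.10 to 0.073 for the interaction of WT and *hcm1-3N*, from 0.0019 to 0.17 for the interaction of WT and *hcm1-8E* and from 0.0061 to 0.19 for the interaction of *hcm1-3N* and *hcm1-8E*. The NES for WT against *hcm1-8E* in LiCl was also reversed without WT LiCl replicate 2, at 0.98, and that for the interaction of WT and *hcm1-3N* without 3N control replicate 1, at -0.91. Values of the mean log2 fold change of opposite sign inside these ranges were 0.0088 for WT against *hcm1-8E* in LiCl, and 0.00081, 0.028 and 0.0011 for the interaction of WT and *hcm1-3N*.

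The score difference ranged from -0.15 to -0.064 for WT against *hcm1-3N* in control medium, from -0.15 to -0.095 for WT against *hcm1-8E* in control medium, from -0.063 to 0.026 for *hcm1-3N* against *hcm1-8E* in control medium, from -0.15 to -0.023 for WT against *hcm1-3N* in LiCl, from -0.079 to 0.034 for WT against *hcm1-8E* in LiCl, from -0.0063 to 0.13 for *hcm1-3N* against *hcm1-8E* in LiCl, from 0.12 to 0.21 for LiCl against control in WT, from 0.070 to 0.20 for LiCl against control in *hcm1-3N* and from 0.0072 to 0.11 for LiCl against control in *hcm1-8E* across the same fits.

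Of 673 log2 fold changes of named genes under alternatives, 498 kept their side of the threshold, 173 no longer passed and 2 reversed. The reversed ones were the log2 fold change of HCM1 in 3N vs 8E control, -0.016 without 8E control replicate 1 and up to 0.080 without another library, and the log2 fold change of HCM1 in LiCl vs control 3N, -0.16 without 3N LiCl replicate 3. Which genes of the fixed list are given as fold changes was decided after their values were seen. The other 71 pairs of a fixed gene and a comparison gave 964 values under alternatives, of which 66 had the opposite sign and 19 passed the threshold. With 3 libraries per group, the exact test of the score cannot go below 0.1. The depth of 18816441 counts or more leaves genes with 3 counts or fewer per library undetected.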

Differences from the paper's values

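The settings given below as chosen after seeing the values were run only then. S3 Dataset gives an adjusted p-value for each target, and the paper's counts below are of those under 0.05. Its log2 fold changes come from DESeq2 with ashr shrinkage, whereas the values set beside them here come from edgeR.

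For WT against *hcm1-3N* in control medium, the paper's count was 27 targets and the count here 15. It lay within 1.5 times the paper's count with the replicate block (26), DESeq2's Wald test (19) and adjustment over the target list alone (19) and under none of the other alternatives set before the data were examined. For WT against *hcm1-8E* in control medium, the paper's count was 16 targets and the count here 1. No alternative set before the data were examined closed the gap. For *hcm1-3N* against *hcm1-8E* in control medium, the paper's count was 7 targets and the count here 0 (12 at an unadjusted p-value under 0.05). No alternative set before the data were examined closed the gap. For WT against *hcm1-3N* in LiCl, the paper's count was 7 targets and the count here 1. No alternative set before the data were examined closed the gap. For WT against *hcm1-8E* in LiCl, the paper's count was 1 target and the count here 0 (6 at an unadjusted p-value under 0.05). It lay within 1.5 times the paper's count with DESeq2's Wald test (1) and under none of the other alternatives set before the data were examined. For *hcm1-3N* against *hcm1-8E* in LiCl, the paper's count was 10 targets and the count here 4. No alternative set before the data were examined closed the gap.

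The paper's log2 fold change of *MAE1* for WT against *hcm1-3N* in control medium was 0.62, and the value here 0.96. Of the alternatives set before the data were examined, only fits without 1 library closed the gap, 3 of 6. The paper's log2 fold change of *HTZ1* for WT against *hcm1-3N* in control medium was -0.60, and the value here -0.71. The error used for this gene was the standard error of the value here, 0.106. Values lay within it of the paper's with no filter (-0.68), the replicate block (-0.710) and only the libraries of the comparison (-0.70). They also did so in 2 of the 6 fits without 1 library. With the block the margin was narrow, and the block's own standard error, 0.104, did not cover the gap. The paper's log2 fold change of *GAS3* for WT against *hcm1-8E* in control medium was -0.54, and the value here -0.66. Of the alternatives set before the data were examined, only fits without 1 library closed the gap, 3 of 6.

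DESeq2 with the replicate block and ashr shrinkage on genes with at least 10 counts in total, a setting chosen after seeing the values, is one under which the log2 fold changes fall on those of S3 Dataset. Its largest gaps over the 95 targets in both were 4.97e-07, 4.98e-07, 4.93e-07, 0.000290, 2.21e-05 and 4.94e-07 in the order of comparisons above, against 0.214, 0.259, 0.294, 0.328, 0.0929 and 0.159 without the block. It called 27, 16, 8, 7, 1 and 10 targets. DESeq2's Wald test with the replicate block, also chosen after seeing the values, called 28, 17, 8, 7, 1 and 10. Of the paper's calls, 14, 1, 0, 1, 0 and 4 were among those of edgeR here, and 25, 9, 4, 3, 0 and 6 among those of edgeR with the replicate block. The paper's methods do not mention a replicate block.

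The NES of the targets here lay within 1.5 times the paper's values in the 4 comparisons for which S3 Dataset gives one. For LiCl, the paper states that target expression rose in *hcm1-3N* but not in *hcm1-8E* relative to WT. The NES of WT against *hcm1-8E* in LiCl here was -1.61 with a permutation p of 0.0396, and -1.36 with a permutation p of 0.119 with the replicate block.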

Other observations

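The tests of *HCM1* level, of histone genes, of library size and late G1 genes for replicate 1, of subtelomeric genes and of other splits of the libraries were chosen only after the result was seen. The list of ribosome biogenesis genes was written after some of its members had been seen, and those were left out.

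For the target difference between WT and *hcm1-3N* in LiCl, random sets matched on mean expression gave a permutation p of 2e-04, the smallest they can give, so the expression level of the targets does not account for it. Camera gave a p of 0.103 without the replicate block and of 0.0145 with it in limma (adjusted p of 0.0509), so whether correlated genes in few libraries remain an explanation depends on the block. Late G1 genes gave a camera p of 0.396. *HCM1* was higher in WT by 0.67, opposite to its targets. Core histone genes had a mean difference of -0.33, with a camera p of 0.00227 in limma (adjusted p of 0.0680 over 30 tests, and 0.293 with the block). The 6 histone genes tested are not on the list of targets, so a difference in S-phase fraction could underlie theirs. The paper still counts histone genes among those that Hcm1 controls, so they cannot separate S-phase fraction from Hcm1 activity.

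For *hcm1-3N* against *hcm1-8E* in LiCl, matched random sets gave the same smallest permutation p of 2e-04. Camera of the targets gave a p of 0.264 without the block and of 0.0842 with it, and late G1 genes a camera p of 0.730. *HCM1* was higher in *hcm1-3N* by 0.77, the direction of its targets. It was also higher in WT than in *hcm1-8E*, by 1.45, where the NES of the targets was -1.61 and its sign depended on the setting. Core histone genes were higher by 0.32, with a camera p of 0.00574 in limma (adjusted p of 0.0861, and 0.305 with the block). In the paper's flow cytometry the share of S-phase cells was not significantly different between these strains and media. Correlated genes in few libraries and *HCM1* level remain as explanations beside the mutants' activity.

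In the order WT against *hcm1-3N*, WT against *hcm1-8E* and *hcm1-3N* against *hcm1-8E*, first in control medium and then in LiCl, the number of the 4 splits that part every same-numbered pair with as many genes was 1, 1, 1, 1, 1 and 1, with as many targets 1, 1, 4, 1, 4 and 1, with an NES as large 3, 1, 4, 1, 2 and 1 and with a mean log2 fold change as large 1, 1, 1, 1, 1 and 1. For the interaction of WT and *hcm1-3N* these numbers were 4, 4, 2 and 4. The other 6 of the 10 splits of 6 libraries part fewer pairs and were not counted. Each split with 1 pair exchanged keeps the other 2 pairs in their real direction, so a real difference can still show in it, and an NES as large there does not speak for chance. Over the 12 comparisons and interactions, 14 of the 36 splits with 1 pair exchanged, which for an interaction exchange the media of 1 replicate in each strain, had an NES with a permutation p-value under 0.05, and in 0 of them did any gene pass at an adjusted p-value under 0.05, with 5 to 445 genes at an unadjusted p-value under 0.05.

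Replicate 1 lay on the other side of zero from replicates 2 and 3 in all 6 groups on the first principal component of the libraries' deviations from their group means (69.1% of their variance). With the groups held constant, 3501 of 6239 genes passed in limma's moderated t-test on voom values between replicate 1 and the others. Of these, 1763 were higher and 1738 lower in replicate 1. The same test passed 0 genes between replicates 2 and 3 (147 at an unadjusted p-value under 0.05). As many genes arose in 1 of 100 assignments of replicate numbers, the real one included, and the largest count among the others was 2084. All 28 ribosome biogenesis genes were higher in replicate 1, but with a camera p of 0.0758 in limma. Library size gave a permutation p of 0.561 and late G1 genes a camera p of 0.149. Of all gene sets compared between replicate 1 and the others, the lowest camera p was 0.0722, for M/G1 genes, and what sets replicate 1 apart was not found.

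Whether genes near chromosome ends were higher in *hcm1-3N* than in WT was tested after the largest fold changes had been seen. The 187 genes within 20 kb of a chromosome end gave a camera p of 0.302 in control medium and 0.730 in LiCl in limma, so loss of silencing there was not seen.

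From control medium to LiCl, the targets had an NES of 2.12 in WT, 2.16 in *hcm1-3N* and 0.94 in *hcm1-8E* (permutation p of 0.00198, 0.00198 and 0.524), and 2.08, 2.14 and 0.94 with the replicate block, where same-numbered libraries correlate at 0.51, 0.52 and 0.41. Camera of the targets gave p-values of 0.438, 0.395 and 0.900, and 0.184, 0.124 and 0.683 with the block. Targets past the threshold numbered 36, 10 and 36 of 96, and 52, 40 and 52 with the replicate block.

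By the rule for named genes, the largest fold changes among genes past the threshold were those of YDL023C (-3.10), YLR076C (-2.54) and YCR013C (-2.40) for WT against *hcm1-3N* in control medium, *FIG1* (-1.40), YLL053C (-1.07) and *AQY2* (-1.01), the last 2 overlapping, for WT against *hcm1-8E* in control medium, and *CDA1* (1.16), *GSC2* (1.10) and *SSP2* (1.02) for *hcm1-3N* against *hcm1-8E* in control medium. In LiCl they were *MF(ALPHA)1* (-2.11), YBL113W-A (-2.07) and *LDS1* (-1.9) for WT against *hcm1-3N*, and *MF(ALPHA)1* (3.46), YFR057W (3.25) and *FMP48* (2.69) for *hcm1-3N* against *hcm1-8E*. Between LiCl and control medium they were YER090C-A (3.40), tG(GCC)G2 (3.13) and *SUF5* (2.97) in WT, tG(GCC)P1 (2.43), *SNO1* (2.23) and *SRL4* (2.06) in *hcm1-3N*, and *ARO10* (3.13), *SNO1* (2.95) and *CHA1* (-2.89) in *hcm1-8E*. Of the genes fixed beforehand, *HCM1* changed by 0.42, 0.038 and -0.70 in WT, *hcm1-3N* and *hcm1-8E* (adjusted p of 0.0375, 0.874 and 0.00252 from edgeR). Others with an adjusted p-value under 0.05 were *WHI5* (0.66) and *URA3* (0.74) in WT, *HIS3* (0.64) and *URA3* (0.76) in *hcm1-3N*, and *WHI5* (0.53, with groups that overlap in CPM), *HIS3* (0.76), *MET17* (0.66) and *GAL10* (0.52), the last overlapped on the other strand, in *hcm1-8E*. In 3N vs 8E control, *HCM1* had a log2 fold change of 0.037. For WT against *hcm1-3N* in control medium, YDL023C passed in 3 of the 6 fits without 1 library, and YLR076C and YCR013C in 1 each. YDL023C, YLR076C, YCR013C, YBL113W-A, YER090C-A and the tRNA genes have no match in the annotation used here, so overlaps were not checked for them.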
